# Shade suppresses wound-induced leaf repositioning through a mechanism involving *PHYTOCHROME KINASE SUBSTRATE* (*PKS*) genes

**DOI:** 10.1371/journal.pgen.1010213

**Published:** 2022-05-27

**Authors:** Anne-Sophie Fiorucci, Olivier Michaud, Emanuel Schmid-Siegert, Martine Trevisan, Laure Allenbach Petrolati, Yetkin Çaka Ince, Christian Fankhauser

## Abstract

Shaded plants challenged with herbivores or pathogens prioritize growth over defense. However, most experiments have focused on the effect of shading light cues on defense responses. To investigate the potential interaction between shade-avoidance and wounding-induced Jasmonate (JA)-mediated signaling on leaf growth and movement, we used repetitive mechanical wounding of leaf blades to mimic herbivore attacks. Phenotyping experiments with combined treatments on *Arabidopsis thaliana* rosettes revealed that shade strongly inhibits the wound effect on leaf elevation. By contrast, petiole length is reduced by wounding both in the sun and in the shade. Thus, the relationship between the shade and wounding/JA pathways varies depending on the physiological response, implying that leaf growth and movement can be uncoupled. Using RNA-sequencing, we identified genes with expression patterns matching the hyponastic response (opposite regulation by both stimuli, interaction between treatments with shade dominating the wound signal). Among them were genes from the *PKS* (Phytochrome Kinase Substrate) family, which was previously studied for its role in phototropism and leaf positioning. Interestingly, we observed reduced shade suppression of the wounding effect in *pks2pks4* double mutants while a *PKS4* overexpressing line showed constitutively elevated leaves and was less sensitive to wounding. Our results indicate a trait-specific interrelationship between shade and wounding cues on Arabidopsis leaf growth and positioning. Moreover, we identify *PKS* genes as integrators of external cues in the control of leaf hyponasty further emphasizing the role of these genes in aerial organ positioning.

## Author summary

Plants face different types of stressful situations without the ability to relocate to favorable environments. For example, increasing plant density reduces access to sunlight as plants start to shade each other. Foliar shading represents a stress that many plants cope with by changing their morphology. This includes elongation of stem-like structures and repositioning of leaves to favor access to unfiltered sunlight. Plants also defend themselves against various pathogens including herbivores. Defense mechanisms include the production of deterrent chemical and morphological adaptations such as stunted growth and downwards leaf repositioning. Here we studied the morphological response of plants when simultaneously facing shade and herbivore stress. When facing both stresses petiole growth was intermediate between the shade-enhanced and wound-repressed response. In contrast, the shade cue overrides the wounding cue leading to a similar upwards leaf repositioning in the combined treatments or in the response to shade alone. Using gene expression analyses and genetics we identified two members of the Phytochrome Kinase Substrate family as playing a signal integration role when plants simultaneously faced both stresses. This contributes to our understanding of the mechanisms underlying plant morphological adaptations when facing multiple stresses.

## Introduction

Plants constantly adjust their growth and development in response to variations in abiotic and biotic environmental parameters. Under competition for light resources encountered in dense communities, shade-avoiding plants initiate a series of developmental changes known as the shade-avoidance syndrome (SAS). At the vegetative stage, this response is characterized by elongation of aerial organs like hypocotyls, petioles and stems and upward leaf positioning, also known as hyponasty [1]. SAS-associated phenotypes help plants overtop competitors, get better access to sunlight and are ultimately associated with better fitness [1,2]. Detection of competitive neighbors occurs through a change in light quality reaching the plant. Indeed, because of the spectral properties of leaves, plants reflect far-red (FR) wavebands, which leads to an increased amount of FR and a decrease of the red (R) to FR ratio (low R/FR) [2]. Changes in the R/FR ratio are perceived by phytochrome photoreceptors, especially phyB, and serve as a primary signal of vegetation proximity. Under low R/FR conditions, phyB is converted from the active Pfr to the inactive Pr form. Phytochrome photoconversion to the Pr form allows the stabilization and/or activation of transcription factors from the PIF family (Phytochrome-Interacting Factors) [3]. PIFs, especially PIF4, PIF5 and PIF7, play a major role in the reprogramming of gene expression during shade-avoidance, notably by inducing genes controlling auxin homeostasis [4]. At the rosette stage, these three PIFs control shade-induced petiole elongation [5] and hyponasty [6,7].

Herbivore attack induces an array of defense mechanisms depending on the Jasmonate (JA) pathway [8]. JA is a lipid-derived hormone synthesized from α-linolenic acid. Increased JA levels are perceived by the SCF^COI1^-JAZ co-receptor. This leads to the degradation of JAZs repressors by the 26S proteasome, which releases the activity of downstream transcription factors from the MYC family, especially MYC2, as well as MYC3 and MYC4 [9]. MYCs are responsible for a large part of JA-dependent transcriptional reprogramming. Interestingly, JA-induced defenses are activated both in the eaten organ and in distal tissues. In rosettes, information about an ongoing attack is transmitted to vascularly-connected leaves through propagation of electrical signals [10,11], warning and preparing intact tissues for a potential aggression. Mechanical leaf wounding, using toothed forceps for example, mimics the effect of chewing by herbivores and is sufficient to induce JA production and the induction of defense mechanisms, both in harmed and distal tissues [12]. Induction of JA-dependent defense comes with a strong inhibition of growth [13], at least partly due to an inhibition of cell proliferation in leaves [14,15]. The effect of JA or wounding on leaf position is less understood, but several studies suggest that wound-response signaling inhibits circadian leaf movements [16,17].

Plants often face multiple challenges and must integrate this information to respond accordingly. For example, in the growth-defense tradeoff shaded plants challenged with pathogens prioritize growth over defense, making them more susceptible to biotic stresses [4,18]. This tradeoff was long thought to be based on resource allocation but it can also be explained by tightly controlled antagonistic transcriptional networks [19,20]. Indeed, it is possible to genetically uncouple growth and defense and obtain plants that are able to both grow and defend to high levels [21,22]. The uncoupling of growth and defense depends on the level of defense [23]. In the case of shade conditions, various mechanisms contribute to the attenuation of JA-dependent defense. Low R/FR ratios favor the stability of JAZ repressors through degradation of DELLA proteins [24], and also decrease the stability of MYC transcription factors [25]. In parallel, shade signals directly decrease the production of active JA through the PIF-dependent induction of *ST2a*, which codes for a sulfotransferase responsible for reducing the pool of precursors of active JAs [26].

While the impact of shading conditions on JA-dependent defense responses has been extensively studied, our current knowledge of how plants integrate these two pathways at the level of growth remains limited. A previous study showed that exogenous methyl-jasmonate (MeJA) application does not prevent low R/FR-induced petiole elongation [27]. In contrast, shade-mimicking conditions suppressed MeJA-dependent inhibition of hypocotyl growth in young Arabidopsis seedlings [24]. These observations indicate a complex relationship between shade and the JA pathway during growth regulation. Moreover, how shade and jasmonate regulate leaf movements remains unknown. Understanding the potential interaction between shade-avoidance and the JA pathway on leaf growth and hyponasty can provide new information about these fundamental growth processes. Here we aimed at understanding how plants integrate environmental signals with opposing effects on leaf growth and movement, using shade and wounding as opposite cues.

## Results

### Shade suppresses the wounding effect on leaf elevation but not on elongation

We first defined precise protocols for shade and wounding treatments. For shade treatment, we used previously described conditions [5], with shade (or control light) treatment applied for three days to 17-day-old, long-day grown plants. Our shade conditions were a reduction in the red to far-red ratio (low R/FR), while maintaining PAR constant [5]. In these conditions, leaves 3 and 4 show pronounced petiole elongation upon exposure to shade, whereas leaves 1 and 2 barely respond to shade [5]. In parallel, we chose repetitive mechanical wounding to induce JA production in a systemic way. We used toothed forceps to crush the apical half of a leaf blade [11]. In 4-week-old, short-day-grown plants, one such wound on leaf 8 is sufficient to induce the JA pathway in leaves connected by the vasculature, that is leaves 5, 11, 13 and 16 [11]. In our growth conditions, we observed that wounding of leaf 1 rapidly induced expression of the JAZ10p:GUSPlus (JGP) reporter [28] in all leaves, especially leaves 3, 4 and 5 (S1A Fig), as well as other JA-marker genes in leaf 4 (S1B Fig). We thus concluded that at this developmental stage, we could induce the JA pathway in all intact leaves by wounding leaf 1. Previous studies have shown that serial wounding of different rosette leaves was efficient to trigger a growth defect of all leaves [13], especially on petioles [29]. We therefore used an adapted serial wounding protocol, with three successive wounds on leaf 1, 2, 3 at one-day intervals and measured leaf position and petiole growth of leaf 4 (Fig 1A).

**Fig 1:**
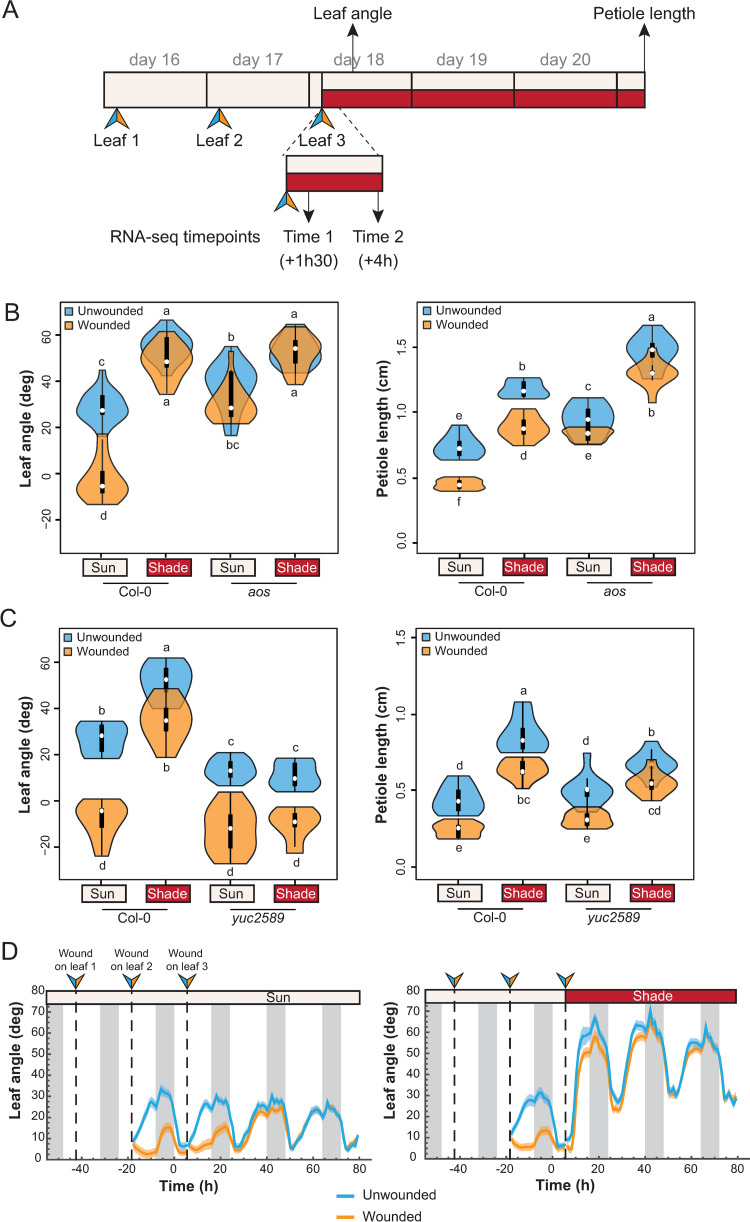
Shade suppresses the wounding effect on leaf elevation but not on elongation. **A)** Schematic of the experimental procedure. Wounds are performed individually on leaf 1, then leaf 2 and the shade treatment starts following wounding of leaf 3. We measured elevation angle of leaf 4 at the end of day 18 on pictures of each individual plant and petiole length of the same leaf at the end of the treatments (day 21). See details in Material and Methods. **B)** Leaf angle and petiole length phenotype of wt Col-0 and *aos* mutant plants (n = 10 plants/genotype/condition). Representative experiment from 3 biological replicates. **C)** Leaf angle and petiole length phenotype of wt Col-0 and *yuc2589* mutant plants (n = 10 plants/genotype/condition). Representative experiment from 2 biological replicates. **D)** Elevation angle of leaf 4 in unwounded and wounded wt Col-0 plants either kept in normal light conditions (left panel) or shifted to shade after the third wound (right panel). Grey vertical bars represent night periods. Each graph corresponds to a representative experiment from 2 biological replicates (n>35 plants/genotype/condition). In B) and C), graphs are represented as violin plots, which present a combination of a box plot and a kernel density plot. In each box plot, the white dot represents the median, black boxes extend from the 25th to the 75th percentile, while the vertical black line extends to 1.5 times the interquartile range of the lower and upper quartiles, respectively. A rotated kernel density plot surrounds each side of the box plot. Different letters indicate significant differences (Tukey’s HSD test following a three-way ANOVA, P < 0.05).

To determine whether wounding influences shade-induced leaf growth and movement, we pre-treated plants with wounding and then started shade treatment right after the 3^rd^ wound (Fig 1A). We compared the effect of wounding, low R/FR and the combined treatments. We measured the elevation angle of the first intact leaf (leaf 4) at the end of day 18, and petiole length of the same leaf after 3 days (Fig 1A). As shown by histochemical detection of cyclin activity, there was barely any cell division occurring in leaf 4 at the start of the wounding treatment (S1C Fig). Therefore, leaf 4 petiole growth mainly depended on cell elongation in these experimental conditions. As expected, the shade treatment induced both leaf elevation and petiole elongation in wild-type plants (Fig 1B). In contrast, wounded plants showed a significantly lower leaf position and shorter petioles, which is consistent with previous reports [13,15,17,22,29]. The effect of wounding was largely diminished in an *aos* (Allene Oxide Synthase) mutant background (Fig 1B), which is deficient in JA production [30]. The wounding effect on leaf growth and movement observed here was thus jasmonate-dependent.

Upon combined treatments, we observed that the negative effect of wounding on leaf elevation angle was largely suppressed in shade-treated wild-type plants (Fig 1B and 1C). There was an interaction between shade and wounding on the regulation of leaf hyponasty (Fig 1B and 1C), similar to the inhibition of defense responses by shade-avoidance (Light x Wound interaction term in a two-way ANOVA on wt plants was significant, with p-value < 2.10^−16^). In contrast, we did not observe any interaction on petiole elongation (Light x Wound interaction term in a two-way ANOVA on wt plants was not significant). This result is consistent with a previous study on petiole elongation combining shade and exogenous MeJA application [27]. We changed the timing of wounding versus shade (either started at the same time or one day after the start of shade treatment) and observed the same trend (S2 Fig). We concluded that there is no interaction between shade and wounding on petiole elongation, which contrasts with the inhibition of defense responses by shade-avoidance. Consistent with our data in the wild type, in a *phyB* mutant, which displays a constitutive shade-avoidance phenotype under sun-mimicking conditions, wounding diminished petiole growth but not leaf hyponasty (S3 Fig).

Shade-induced hyponasty depends on *YUCCA* genes [6], which code for the rate-limiting enzymes of auxin biosynthesis. In particular, *YUC2*, *YUC5*, *YUC8* and *YUC9* are up-regulated in low R/FR conditions [31] and the corresponding quadruple *yuc2589* mutant is unresponsive to shade [6,31]. We observed no suppression of the wounding effect on hyponasty by shade in the *yuc2589* background (Fig 1C). This indicates that YUC activity upon shade perception is necessary to suppress the wounding effect on leaf hyponasty. Collectively, these data indicate that low R/FR (shade) suppressed the effect of wounding on leaf hyponasty, while both treatments affected growth in an additive way. Moreover, the effect of wounding on hyponasty depended on JA signaling, while low R/FR-induced auxin production was required to suppress the wounding effect.

Because the measure of leaf elevation was done at a defined time (ZT11), we could not rule out the possibility that wounding delays the circadian leaf movement instead of suppressing it. To study the kinetics of the hyponastic response we took advantage of a phenotyping system allowing the determination of leaf elevation with high temporal resolution [6,32]. By applying the same protocol as before (Fig 1A), we first observed that wounding inhibits the diurnal circadian movement of distal leaf 4 under normal light conditions (Fig 1D, left panel). However, leaf 4 recovered a normal movement one day after the last wound, suggesting that the impact of wounding on leaf elevation is transient. As observed previously, shade rapidly triggered an upwards repositioning of leaf 4 (Fig 1D) [6]. Moreover, in low R/FR, wounding hardly affected the hyponastic response (Fig 1D, right panel). Taken together our phenotyping experiments revealed that leaf growth and leaf movement can be at least partially uncoupled in the context of combined shade and wounding treatments.

### Shade and wounding lead to contrasted gene expression reprogramming

We analyzed the gene expression pattern of petioles from leaf 4 in single and combined treatments, with the experimental design based on our phenotyping tests (Fig 1A). 

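The RNA-seq experiment covered 2 genotypes, wild-type Col-0 and the *aos* mutant of allene oxide synthase, an enzyme of jasmonate biosynthesis. Plants were unwounded or had received 3 wounds, on the older leaves, and were kept in high R/FR (ratio of 1.4, sun) or moved to low R/FR (ratio of 0.2, shade). The petiole of leaf 4 was harvested on day 18, at 1.5 h (Time 1) or 4 h (Time 2) after the start of the light treatment. This makes 16 groups of 3 libraries each, 48 libraries in all. The paper's methods give long days of 16 h light for all experiments, while the labels of the libraries give short days. Libraries were stranded mRNA libraries sequenced with paired reads.

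The authors trimmed the reads, mapped them onto the TAIR10 genome with *STAR*, counted the reads of each gene, removed genes with a low average expression and normalized the libraries by the TMM method of *edgeR*. The paper's text does not name which strand column of the *STAR* counts was used, so reads of genes that overlap on opposite strands could be shared. The deposited table holds 18195 genes, on the scale of log2 CPM (counts scaled to library size) with an offset of 0.5 reads. These values gave whole read numbers back for 100% of the entries. The reads on the listed genes ranged from 22058101 to 67039320 per library, with a median of 31187269 in Col-0 and 31361181 in *aos*. Libraries of the same group had a correlation across genes of 0.978 or more, and every pair of them differed by more than the counting noise, so that no library was counted as a copy of another.

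From there, the log2 CPM values were used as deposited. The 17888 genes with a mean of at least -0.5 on the log2 CPM scale were tested in a single *limma* fit of the 16 group means, with a trend of the variance on the mean expression and 32 residual degrees of freedom. A gene was called a DEG when its log2 fold change was past 1 in either direction and its Benjamini-Hochberg adjusted p-value was under 0.05, the adjustment being made within each comparison. The legend of Fig 2 gives the same fold change and a p-value threshold, and the paper's text does not name whether that p-value was adjusted. With 3 libraries per group, an exact permutation test of a single gene cannot go below p = 0.1.

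*AOS* itself (AT5G42650, chromosome 5 from 17097595 to 17099395) served to check the genotypes. It lay between 2.95 and 16.2 CPM in the 24 *aos* libraries and between 62.9 and 2283 CPM in the 24 Col-0 libraries, so that the genotypes did not overlap. Among unwounded plants in high R/FR, *AOS* was lower in *aos* by a log2 fold change of -4.43 (standard error 0.258, adjusted p = 3.44e-15, limma with Benjamini-Hochberg adjustment) at Time 1 and of -4.80 (adjusted p = 4.69e-16) at Time 2.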

Samples for genome-wide gene expression analysis using RNA-sequencing were collected on day 18, 1.5h and 4h after the start of the treatments (wound/mock & high/low R/FR). Both time points were chosen according to the kinetics of movement as determined by the phenotyping experiments (Fig 1D). To distinguish jasmonate-dependent effects, the experiment was conducted on wild-type Col-0 and *aos* mutant plants.

We first looked for differentially expressed genes (DEGs) upon shade treatment by comparing low R/FR-treated to high R/FR-treated samples in the different conditions (Fig 2). 

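In unwounded Col-0, shade changed the expression of 460 genes at Time 1, of which 333 were higher and 127 lower in low R/FR. Later, at Time 2, it changed 1657 genes, of which 664 were higher and 993 lower. The unwounded *aos* mutant had 459 DEGs at Time 1 (335 higher, 124 lower; 207 lower without replicate 1 in low R/FR) and 1787 at Time 2 (733 higher, 1054 lower). The choice that moved these counts most was the fold change minimum. Without it, 2058 genes at Time 1 and 10307 genes at Time 2 passed in unwounded Col-0. Of the DEGs of unwounded Col-0, 288 were called at both time points in the same direction.

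Over the 2954 genes called in any of the 8 shade comparisons, the median absolute log2 fold change in unwounded Col-0 was 0.36 at Time 1 and 1.07 at Time 2. It went from 0.49 to 1.14 in wounded Col-0 and from 0.36 to 1.06 in wounded *aos*.

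*ST2A* (AT5G07010, chromosome 5 from 2174678 to 2176106), a sulfotransferase gene, had the largest rise at both time points among the genes selected for naming, with a log2 fold change of 7.87 (standard error 0.313, adjusted p = 1.46e-21, limma with Benjamini-Hochberg adjustment) at Time 1 and 9.09 (adjusted p = 1.01e-22) at Time 2. *IAA29* (AT4G32280) rose by 6.16 at Time 1 (standard error 0.252, adjusted p = 3.5e-21). *FAR1* (AT5G22500, a fatty acid reductase gene) did not change detectably at Time 1, with a log2 fold change of 0.31 (standard error 0.414, adjusted p = 0.781), and rose by 6.70 at Time 2 (adjusted p = 5.21e-16). The largest falls were in *FAO4A* (AT4G19380) and *COL6* (AT1G68520) at Time 1, with log2 fold changes of -2.66 (adjusted p = 1.21e-11) and -2.56 (adjusted p = 1.47e-09). At Time 2 they were in *PUP21* (AT4G18205) and AT4G29700, with -5.39 (adjusted p = 6.31e-14) and -4.56 (adjusted p = 1.38e-10). In low R/FR at Time 2, *PUP21* had 9 to 23 reads and AT4G29700 had 5 to 7, and *ST2A* had 11 to 18 in high R/FR at Time 1, so the sizes of these changes are imprecise. *PIL1* (AT2G46970), a shade marker, rose more at Time 1 (4.82, standard error 0.132, adjusted p = 3.47e-26) than at Time 2 (3.68, adjusted p = 2.56e-22). For each of these changes, the 3 libraries in low R/FR all lay on one side of the 3 in high R/FR, *FAR1* at Time 1 being the exception.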

We observed that most of the variation in gene expression is visible at the second time-point (Time 2, 4h, Fig 1A), as seen by the number of DEGs (Fig 2A) and the stronger fold change observed in the hierarchical clustering (Fig 2B). This result is consistent with previous studies done in young seedlings [31]. 

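After wounding, shade changed 731 genes in Col-0 at Time 1 (468 higher, 263 lower) and 1890 at Time 2 (852 higher, 1038 lower). In wounded *aos*, 439 genes changed at Time 1 (318 higher, 121 lower) and 1639 at Time 2 (666 higher, 973 lower). In wounded Col-0, 357 of the DEGs at Time 1 and 1191 of those at Time 2 were also DEGs of unwounded Col-0 in the same direction. With unadjusted p-values under 0.05 and the same fold change minimum, the counts in wounded plants were 754 and 1898 in Col-0 and 466 and 1649 in *aos*.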

Overall, there was no major difference in the total number of shade-regulated genes between wounded or unwounded plants (Fig 2A). However, at each time-point the wounded Col-0 sample showed a divergent pattern compared to the three others (Fig 2B). These experiments showed that the wounding treatment altered shade-induced gene expression reprogramming in a JA-dependent manner.

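The shade effects of the 4 conditions, which share no library, were compared over all the genes called in any of them. These are correlations across genes, and genes are not independent replicates. At Time 1, wounded Col-0 had a Pearson's r of 0.846 with unwounded Col-0, 0.845 with unwounded *aos* and 0.839 with wounded *aos*. The 3 other conditions had r values of 0.925 to 0.949 among themselves. At Time 2, wounded Col-0 had r values of 0.888, 0.866 and 0.902 with the same conditions, while those among the 3 others were 0.962 to 0.965.

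The spread between replicates was taken from effects computed with a single replicate of each group. At Time 1, the mean r of wounded Col-0 with the others (0.843) varied by an SD of 0.103. Its distance to the mean among the others (0.941) was thus within the spread of such single-replicate effects. With each replicate number left out in turn, the mean r of wounded Col-0 at Time 1 was 0.791 to 0.877. That among the others was 0.912 to 0.929, without overlap. These fits share libraries, so they do not measure the replicate spread. At Time 2, the means were 0.885 and 0.964 and the SD was 0.00569, which is smaller than the distance. Between single replicates of the same condition, the mean r at Time 1 was 0.826 in wounded Col-0 and 0.863 to 0.885 in the other conditions. At Time 2, it was 0.911 in wounded Col-0 and 0.939 to 0.949 in the others.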

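The interaction, that is the difference between the wounding effect in low and in high R/FR, was tested for each gene with an adjusted p-value under 0.05 and no fold change minimum. In Col-0, 205 genes had such an interaction at Time 1 (64 positive, 141 negative) and 1019 at Time 2 (316 positive, 703 negative). In *aos*, no gene did at either time point, or 4 genes at Time 2 with the replicate number as a block, against 832 genes at Time 1 and 707 at Time 2 with an unadjusted p-value under 0.05. The unadjusted counts in Col-0 were 2152 and 3457. At Time 2, 31.0% of the interactions in Col-0 were positive with the values as deposited, 43.3% with the libraries centred on their medians and 53.8% with quantile normalization.

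The count at Time 1 depended on single libraries. It was 918 without replicate 1 of wounded Col-0 in high R/FR and 41 without replicate 2 of wounded Col-0 in low R/FR. A fit of only the 12 libraries of Col-0 at Time 1 gave 6 genes. Among 100 groupings of the libraries that kept the effects of light and of wounding, 5 gave as many genes at Time 1, the real one included, and at Time 2 only the real one did.

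The difference between the interactions of Col-0 and *aos* was then tested itself. It passed an adjusted p-value under 0.05 for 12 genes at Time 1, all lower in Col-0 in the fit of all libraries, and for 17 genes at Time 2, 8 of them higher and 9 lower. At an unadjusted p-value under 0.05, it did so for 1207 and 1428 genes. Leaving out single libraries moved the count at Time 1 between 3, without replicate 2 of wounded Col-0 in high R/FR, and 147 (59 higher, 88 lower), without replicate 1 of that group. The count at Time 2 was 10 without replicate 1 of unwounded Col-0 in low R/FR and 32 without replicate 1 of wounded Col-0 in low R/FR. It was 64 with the replicate number as a block.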

**Fig 2:**
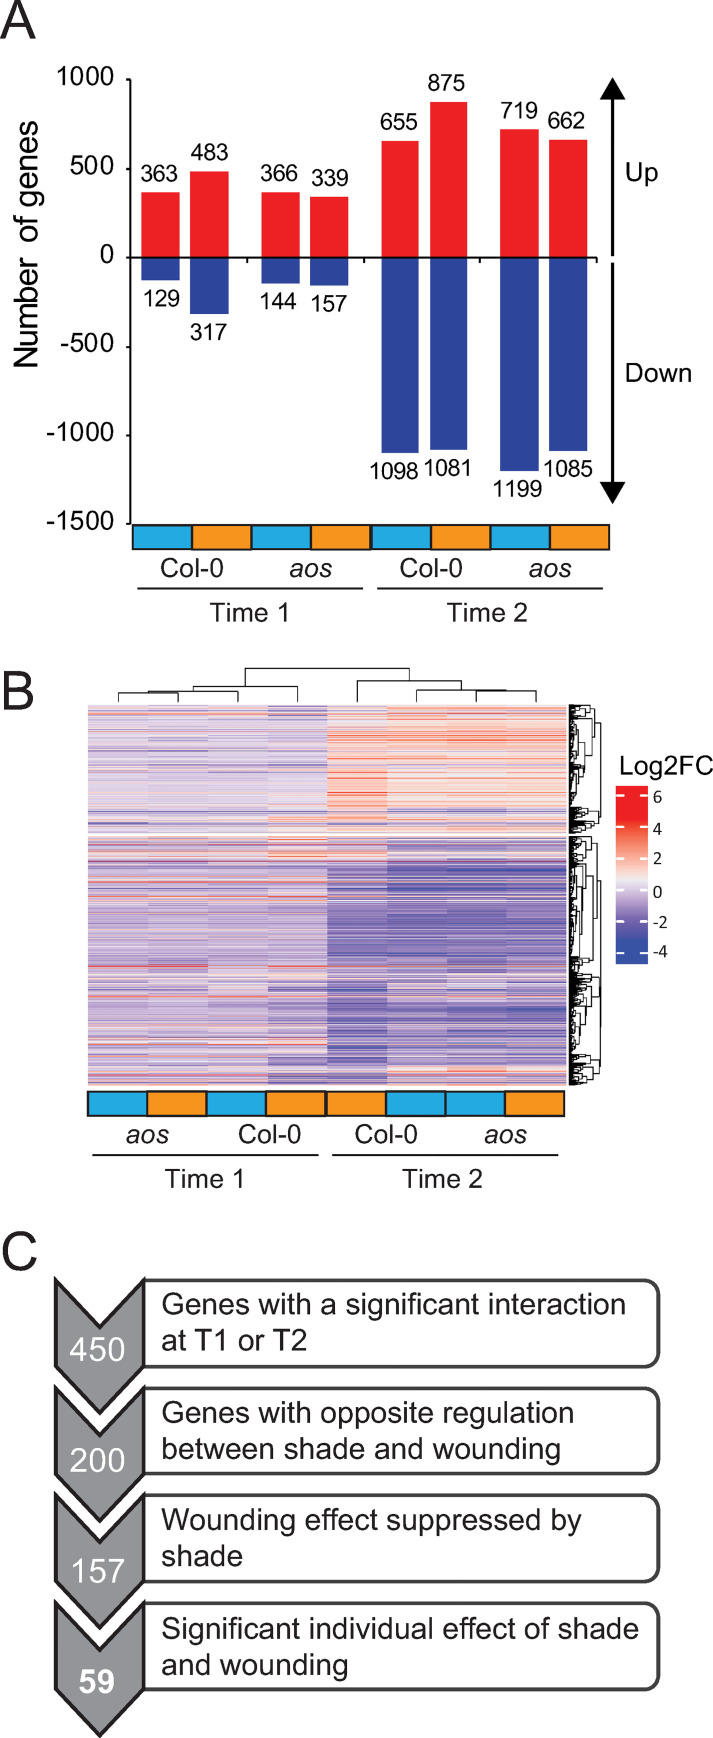
Shade-regulated gene expression in petioles. **A)** Number of genes significantly differentially regulated by shade in the different conditions: genotypes (Col-0 and *aos*), timepoints (Time 1 and Time 2) and wounding treatment (unwounded in blue, wounded in orange). Genes are considered differentially expressed when |log2 fold change|>1 and pval < 0.05. **B)** Hierarchical clustering of significantly differentially regulated genes by shade in the different conditions (same genes as in A). **C)** Schematic representation of the successive criteria applied to find candidate genes involved in the shade-wounding interaction on hyponasty. Numbers of genes are indicated on the left.

We then analyzed the effect of wounding on gene expression (S4 Fig). 

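Wounding of *aos* in high R/FR changed 142 genes at Time 1 (140 higher, 2 lower) and 101 at Time 2 (94 higher, 7 lower). In low R/FR, it changed 122 genes at Time 1 (121 higher, 1 lower) and 45 at Time 2 (34 higher, 11 lower). With unadjusted p-values and the same fold change minimum, the counts were 174 and 132 in high R/FR and 150 and 97 in low R/FR. Without the fold change minimum, 1210 and 317 genes passed in high R/FR and 841 and 212 in low R/FR. At Time 1, 98.6% of the DEGs in high and 99.2% in low R/FR were higher, against 92.4% and 89.6% with quantile normalization. At Time 2, these shares were 93.1% and 75.6%, against 89% and 65.8%. The count in low R/FR at Time 2 was 75 with the replicate number as a block, 28 without replicate 1 of wounded *aos* and 29 without replicate 3 of unwounded *aos*. The lower genes were few and moved with single libraries, at Time 2 to 4 in high R/FR (without replicate 1 of wounded *aos*) and to 5 in low R/FR (without replicate 1 of either group).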

As expected, in the *aos* mutant there was almost no response to wounding at the gene expression level. Therefore, most of the wound-dependent gene regulation in this context was JA-dependent. 

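The wounding effects of Col-0 and *aos* in high R/FR were compared gene by gene in a test of their difference, which was chosen after the values were seen. The effect differed for 1328 genes at Time 1, being higher in Col-0 for 804 and lower for 524 (328 without replicate 2 of wounded Col-0). The effect at Time 2 differed for 1151 genes, being higher in Col-0 for 652 and lower for 499. Of the genes changed by wounding in *aos*, 123 at Time 1 and 93 at Time 2 were also DEGs of wounded Col-0 in the same direction.

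*JAZ10* (AT5G13220, chromosome 5 from 4218888 to 4220883), a gene of the jasmonate pathway, had a log2 fold change upon wounding of *aos* in high R/FR of 0.73 (standard error 0.303, adjusted p = 0.157, limma with Benjamini-Hochberg adjustment) at Time 1 and 0.70 (adjusted p = 0.321) at Time 2. At Time 1, it passed the threshold without replicate 1 of wounded *aos* (1.04, adjusted p = 0.0495), and its adjusted p-value was up to 0.498 in other fits. Its wounding effect in Col-0 was higher by 6.83 at Time 1 (standard error 0.429, adjusted p = 1.06e-14) and by 5.09 at Time 2 (adjusted p = 2.52e-11). *VSP1* rose in *aos* by 4.68 (standard error 0.669, adjusted p = 1.39e-05) and 3.51 (adjusted p = 0.00156), and by 5.13 (adjusted p = 6.52e-05) and 6.73 (adjusted p = 1.03e-06) more in Col-0. *LOX2* rose in *aos* by 3.84 at Time 1 (standard error 0.632, adjusted p = 0.000114) and by 2.12 at Time 2 (adjusted p = 0.0803). At Time 2, *LOX2* passed the threshold with the replicate number as a block (adjusted p = 0.00616) and in the fit of the 12 *aos* libraries of that time point (adjusted p = 0.0499), and its adjusted p-value was up to 0.334 in other fits.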

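In Col-0 in high R/FR, wounding changed 1628 genes at Time 1, 1058 of them higher and 570 lower in wounded plants. Time 2 had 1463 DEGs, 866 of them higher and 597 lower. Of these, 1088 were DEGs at both time points in the same direction. Unadjusted p-values gave 1635 and 1469 genes, and leaving out the fold change minimum gave 8160 and 8257.

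*FAMT* (AT3G44860, chromosome 3 from 16379633 to 16381070), which encodes a farnesoic acid methyltransferase, rose by 11.56 on the log2 scale at Time 1 (standard error 0.738, adjusted p = 7.08e-16, limma with Benjamini-Hochberg adjustment). It had 3 to 14 reads in the unwounded libraries, so the size of this change is imprecise. *CYP81F4* (AT4G37410) rose by 10.26 at Time 1 (standard error 0.85, adjusted p = 9.99e-13) and by 11.01 at Time 2 (adjusted p = 1.98e-13), from 12 to 21 reads in the unwounded libraries at Time 1. The largest falls at Time 1 were in *NAS1* (AT5G04950) and *EXL1* (AT1G35140), with log2 fold changes of -3.88 (standard error 0.71, adjusted p = 2.31e-05) and -3.83 (standard error 0.539, adjusted p = 2.56e-07). *EXL1* had 6 to 62 reads in the wounded libraries. At Time 2, AT4G08300, which encodes a transporter of the EamA family, fell by 5.03 (standard error 0.532, adjusted p = 5.91e-10), to 3 to 11 reads in the wounded libraries. *CER4* (AT4G33790) had 1 to 3 reads in the wounded libraries of Time 2 and was at least 36.4-fold lower than in unwounded plants, where it was at 4.23 CPM. For each of these genes, the 3 wounded and 3 unwounded libraries did not overlap.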

The wound response appeared to show faster kinetics compared to the shade response, with a high number of DEGs already at Time 1 (S4A Fig). However, the first wound was performed two days before the shade treatment (Fig 1A), which makes it difficult to compare the kinetics of both responses. 

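In low R/FR, wounding of Col-0 changed 949 genes at Time 1 (745 higher, 204 lower) and 937 at Time 2 (623 higher, 314 lower), fewer than in high R/FR at both time points. With unadjusted p-values, the counts were 968 and 945. Without the fold change minimum, they were 5134 and 6346. At Time 1, 898 genes were DEGs in both lights and at Time 2, 777 were. The share of higher genes among the DEGs was 65.0% in high R/FR and 78.5% in low R/FR at Time 1, and 59.2% and 66.5% at Time 2.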

Interestingly, the shade treatment had a major impact on wound-regulated gene expression with: (1) a lower number of DEGs in shade compared to sun conditions (S4A Fig) and (2) an altered pattern of expression in shade vs sun at both time-points (S4B Fig). By looking at all the wound response DEGs at Time 1 and/or Time 2, we confirmed that 41% of wound-DEG in sun were not significantly differentially regulated by wounding in shade conditions (890 genes, S4C Fig). 

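In the deposited data, 2001 genes were wound-DEGs of Col-0 in sun at Time 1 and/or Time 2 and 1311 were in shade. Of those in sun, 835 were not DEGs in shade, which is 41.7%. This share was between 38.2% and 48.6% when each replicate was left out in turn, the latter without replicate 1. Without the fold change minimum it was 34.7%, that is 3722 genes not called in shade and 7011 called in both. A further 145 genes were DEGs in shade only.

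Not being called in shade was mostly not a change of direction. Of the 730 genes called only in sun at Time 1, 724 had a wounding effect of the same sign in shade, and at Time 2 this held for 649 of 686 genes. Among the 835 genes, 223 had a significant interaction at Time 1 and/or Time 2.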

Besides, for those that were still regulated in shade (1278 genes), they tended to be regulated to a lesser extent compared to sun conditions (S4D Fig). Therefore, under shade-mimicking conditions, there was a global attenuation effect of the wound-regulated gene expression program, which is consistent with the inhibition of defense by shade as well as the suppression of the wounding effect on leaf elevation.

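The wound-DEGs of sun that were also DEGs in shade were 1166 genes, and 231 of them had a significant interaction at Time 1 and/or Time 2. Of the DEGs of both lights at the same time point, 809 at Time 1 and 583 at Time 2 had a smaller absolute log2 fold change in shade. Among all wound-DEGs of sun, the effect was smaller in shade for 1539 genes at Time 1 and 1269 at Time 2. The difference itself passed the interaction test for 147 of these DEGs at Time 1 and 348 at Time 2.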

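Over the wound-DEGs of sun, the regression of the log2 fold change in shade on that in sun had a slope of 0.738 at Time 1 and 0.744 at Time 2. The SD of the slope between single replicates was 0.207 and 0.0446. Genes chosen for a large change in sun are measured there with an upward error, which by itself pulls such a slope below 1. The genes were therefore also chosen with 2 replicates and measured in the one left out. The median wounding effect in shade, divided by the median effect in sun, was then 0.727 ± 0.203 (SD, n = 3 replicates left out) at Time 1 and 0.672 ± 0.060 (SD, n = 3) at Time 2. When the genes were chosen by their change in shade instead, the ratio was 0.775 ± 0.200 at Time 1 and 0.828 ± 0.066 at Time 2 (SD, n = 3). All of these ratios lay below 1 by more than their SD. At Time 1, the ratio of the genes chosen in sun was 0.498 with replicate 2 and 0.798 and 0.885 with replicates 1 and 3.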

### *PKS* genes regulate leaf hyponasty during combined shade-wounding treatments

We hypothesized that genes with an expression pattern similar to the hyponastic response pattern (opposite regulation by both stimuli, interaction between treatments with shade dominating the wound signal) may be important for the regulation of leaf movement and possibly the interaction between shade and wounding. We thus made a list of genes matching the following criteria: (1) significant interaction between shade and wounding at least at one time point (450 genes), (2) opposite regulation by the individual treatments (200 genes), (3) wounding effect suppressed by shade upon combined treatments (157 genes) and (4) significant effects of individual shade and wounding treatments (59 genes) (Fig 2C). This final list contains many genes involved in auxin, GA or brassinosteroids biosynthesis and signaling pathways (S1 Table).

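The same 4 criteria were applied to the tests of Col-0, with an adjusted p-value under 0.05 and no fold change minimum wherever a criterion asks for significance. Criterion 1, an interaction at Time 1 and/or Time 2, was met by 1124 genes. Of these, 504 genes had shade and wounding effects of opposite sign at the time point of the interaction (109 at Time 1, 428 at Time 2). The absolute wounding effect was smaller in low than in high R/FR for 417 genes (109 at Time 1, 341 at Time 2). In 242 genes, both single effects were significant as well. At Time 1, 30 of them were up-regulated by shade and down-regulated by wounding and 14 the other way round, and at Time 2 these were 115 and 99.

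Asking for an absolute log2 fold change past 1 in each significance criterion moved these counts to 276, 132, 110 and 44. Unadjusted p-values moved them to 4700, 2270, 1767 and 992. Without replicate 1, the counts were 749, 375, 336 and 205. They were 305, 119, 105 and 61 without replicate 2, and 424, 170, 135 and 56 without replicate 3.

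Both single effects are taken against the same unwounded libraries in high R/FR. In simulated groups without any change, 4.2% of the 858 genes with an unadjusted interaction p-value under 0.05 had single effects of opposite sign. Among the genes with an interaction, the share was 53.2% at Time 1 and 42.0% at Time 2. The simulated groups had no effect of light or wounding, so their share is no baseline for these genes. Over all tested genes, the share was 51.6% at Time 1 and 58.6% at Time 2. Opposite signs were thus about as frequent among the genes with an interaction at Time 1, and less frequent at Time 2.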

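S1 Table has 64 entries for 59 genes, 5 of which are listed at both time points. AT3G05936, with a mean of -0.55 on the log2 CPM scale, was below the minimum and not tested, which leaves 63 entries. For all 63, the shade and wounding effects had the directions that the table gives and passed the DEG thresholds. The interaction passed an adjusted p-value under 0.05 over all genes tested for 40 entries, and for 63 when adjusted over the list alone. Since the study chose this list on the same libraries, the latter is not independent evidence. The number over all genes was 31 without replicate 1 and 19 without replicate 3.

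By their names and descriptions, 8 of the genes were tied to auxin (*SAUR1*, *SAUR7*, *SAUR13*, *SAUR61*, *SAUR71*, *SAUR75*, *IAA29* and *ARGOS*), 4 to gibberellin (*GAI*, *GA3OX1*, *GA2OX2* and *GASA6*) and 0 to brassinosteroids. A pathway annotation was not used here. The *SAUR* genes are a family of similar short genes, between which reads could be shared. The largest interaction of the list was that of *XTH33* (AT1G10550, chromosome 1 from 3479153 to 3480988) at Time 2, with 3.58 (standard error 0.595, adjusted p = 0.000162, limma with Benjamini-Hochberg adjustment). *XTH33* had 3 to 22 reads in wounded sun plants at that time point. *IAA29* had an interaction of 2.19 at Time 2 (standard error 0.357, adjusted p = 0.000132). At Time 1, *EXL1* (2.36, standard error 0.762, adjusted p = 0.129) and AT1G11112 (2.18, standard error 0.779, adjusted p = 0.191) did not pass over all genes. *EXL1* passed without replicate 1 of wounded Col-0 in high R/FR (adjusted p = 0.0232), and its adjusted p-value was up to 0.447 in other fits. AT1G11112, with 0 to 8 reads in wounded sun plants, passed without replicate 3 of that group (3.04, adjusted p = 0.0343) and was at 0.95 without replicate 2 (adjusted p = 0.63).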

One gene in the shortlist seemed particularly interesting to test as a candidate: *PKS4* (Phytochrome Kinase Substrate 4, At5g04190). Indeed, *PKS4* is induced by shade, repressed by wounding and its expression level was similar to shade alone upon combined treatments (S5A Fig). 

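*PKS4* lies on chromosome 5 from 1150892 to 1152481 in TAIR10. At Time 1 in Col-0, its expression was 2.51 ± 0.105 log2 CPM in unwounded sun plants, 5.31 ± 0.243 in shade, 1.01 ± 0.951 after wounding in sun and 4.66 ± 0.192 in the combined treatment (SD, n = 3 libraries each). Shade thus raised it by 2.80 (standard error 0.295, adjusted p = 1.7e-09, limma with Benjamini-Hochberg adjustment) and wounding lowered it in sun, with a log2 fold change of -1.49 (adjusted p = 6.9e-05). In shade, the wounding effect was -0.66 (adjusted p = 0.0931). The 3 wounded libraries in shade all lay below the 3 unwounded ones (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The adjusted p-value of this effect was under 0.05 with quantile normalization (-0.70, adjusted p = 0.0391), without the effect reaching the fold change minimum of a DEG. Its adjusted p-value was between 0.000393 (voom weights, chosen after seeing the values) and 0.293 in other fits. The interaction at Time 1 was 0.84 (standard error 0.417, adjusted p = 0.421). Without replicate 2 of wounded plants in sun, which had 28 reads of *PKS4*, the wounding effect in sun was -0.95 (adjusted p = 0.00415) and the interaction 0.29 (adjusted p = 0.874). Over all alternatives, the adjusted p-values were between 7.67e-06 and 0.00428 for this effect and between 0.104 and 0.874 for the interaction.

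At Time 2, the time point at which S1 Table lists *PKS4*, the values were 1.79 ± 0.185, 3.60 ± 0.222, -0.30 ± 0.958 and 3.38 ± 0.176 in the same order (SD, n = 3). Wounded sun plants had 14 to 34 reads of *PKS4* per library, and the spread was the largest in this group. The shade effect was 1.81 (adjusted p = 2.25e-06), the wounding effect -2.09 in sun (adjusted p = 2.89e-07) and -0.22 in shade (adjusted p = 0.602), and the interaction 1.87 (adjusted p = 0.00403), by the same limma test.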

*PKS4* belongs to a family of four genes which have been mostly studied for their role in phototropin signaling, and *PKS1*, the founding member of this family, was first shown to interact with phytochromes [33–39]. Using a PKS4::GUS reporter line, we confirmed the induction of *PKS4* expression by shade in 3-week-old rosettes (S5B Fig). Interestingly, *PKS4* was mostly expressed in the petioles of younger leaves as well as in the mid-vein. However, a *pks4* loss-of-function mutant was not significantly different from the wild type during shade, wounding or combined treatments both for leaf angle and petiole length (S5C Fig).

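*PKS2* (AT1G14280) lies on chromosome 1 from 4877627 to 4879149. In Col-0 at Time 1, it was at 6.79 ± 0.139 log2 CPM in unwounded sun plants, 7.38 ± 0.122 in shade, 6.10 ± 0.169 after wounding in sun and 7.24 ± 0.095 in the combined treatment (SD, n = 3 libraries each). Shade raised it by 0.59 (standard error 0.0925, adjusted p = 8.57e-06, limma with Benjamini-Hochberg adjustment) and wounding changed it by -0.70 in sun (adjusted p = 7.97e-08) and -0.14 in shade (adjusted p = 0.272). At Time 2, the shade effect was 0.70 (adjusted p = 4.11e-08) and the wounding effect -0.87 in sun (adjusted p = 6.89e-10) and -0.27 in shade (adjusted p = 0.0206). The adjusted p-value of the latter was not under 0.05 in 3 of the 6 fits that each left out one library, with adjusted p-values up to 0.0534, nor with quantile normalization (adjusted p = 0.0937).

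The interaction of *PKS2* was 0.56 at Time 1 (standard error 0.131, adjusted p = 0.0251) and 0.60 at Time 2 (adjusted p = 0.00338). Neither reaches a log2 fold change of 1. At Time 1, it was not past an adjusted p-value of 0.05 in the fit of the 12 Col-0 libraries (adjusted p = 0.303) and in 8 of the 12 fits that each left out one library. Its value in these fits was between 0.48, without replicate 2 of wounded plants in high R/FR, and 0.65, without replicate 1 of that group.

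*PKS1* (AT2G02950) was lower after wounding in sun, with -1.26 (adjusted p = 4.85e-06) and -1.20 (adjusted p = 1.16e-05), and its interaction was 0.80 (adjusted p = 0.212) and 0.54 (adjusted p = 0.328). Without replicate 1 of wounded plants in high R/FR, that at Time 1 was 1.07 (adjusted p = 0.0224). Its adjusted p-value was up to 0.598 in other fits. Leaving out single libraries moved that at Time 2 between 0.27 and 0.85, without replicate 1 and replicate 3 of wounded plants in high R/FR. *PKS3* (AT1G18810) changed by -0.09 (adjusted p = 0.586) and -0.58 (adjusted p = 0.000391) upon wounding, with interactions of 0.54 (adjusted p = 0.166) and 0.25 (adjusted p = 0.518). Unlike *PKS2* and *PKS4*, neither gene was raised detectably by shade in unwounded plants. *PKS1* changed by -0.92 (adjusted p = 0.00171, limma with Benjamini-Hochberg adjustment) at Time 1 and 0.32 (adjusted p = 0.197) at Time 2. The shade effect of *PKS3* was -0.86 (adjusted p = 5.03e-06) and -1.01 (adjusted p = 3.13e-08).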

Among the three other genes of the family, *PKS2* showed a similar expression pattern but was not present in the list of candidates because it did not reach the threshold of significance for the interaction (S6A Fig). Interestingly, *PKS2* was shown to be important for leaf positioning [33]. Whereas a *pks2* single mutant showed wild-type phenotypes (S6B Fig), we observed reduced shade suppression of wounding-triggered leaf elevation in a *pks2pks4* double mutant (Fig 3A; Tukey HSD group b for Col-0 upon combined treatment, group c for *pks2pks4*). In contrast, responses to individual shade or wounding treatments were similar to the wild type (similar Tukey HSD groups for individual treatments), as well as petiole length phenotypes in all tested conditions (Fig 3A). *PKS2* and *PKS4* therefore act to control hyponasty during combined shade and wounding treatments. It is noteworthy that petiole length responses were not affected in this mutant background, suggesting that the effect of *PKS* genes is indeed specific to leaf movement. We confirmed these results in another *pks2 pks4* allelic combination (S7 Fig). We then tested a quadruple *pks1234* mutant [40]. In this background, there was even less suppression by shade of the wounding effect on leaf position than in the double mutant, highlighting redundancy among *PKS* genes (Fig 3B). However, this mutant also showed reduced petiole elongation in all tested conditions (Fig 3B). In addition to comparing the response of all genotypes in different conditions, we determined how the interaction between treatments was affected in the different genotypes by computing the three-way ANOVA interaction term (Genotype x Light x Wounding = GxLxW) (S2 Table). In *pks1234*, the p-value associated with the GxLxW for tip angle was largely below 0.05 (S2 Table), indicating that in this mutant the interaction between treatments (wound and shade) was different from the wild type. This was not observed in *pks2pks4* double mutants (both alleles), possibly because of (1) the limited number of plants used in each experiment and (2) the smaller effect observed in the double *pks2pks4* mutant compared to *pks1234*. We therefore conclude that in the *pks1234* quadruple mutant both the hyponastic response in combined treatment and the interaction between treatments was different from the wild type, while in *pks2pks4* only the response to combined treatments was significantly different from the wild type. Finally, a *PKS4* overexpressing line showed constitutively elevated leaves and was less sensitive to wounding (Fig 3C). Taken together these results confirm that *PKS4* and *PKS2* are required for shade-induced suppression of the wound-triggered inhibition of leaf hyponasty. In contrast, in the conditions tested, these genes were not required for the response to separate treatments.

**Fig 3:**
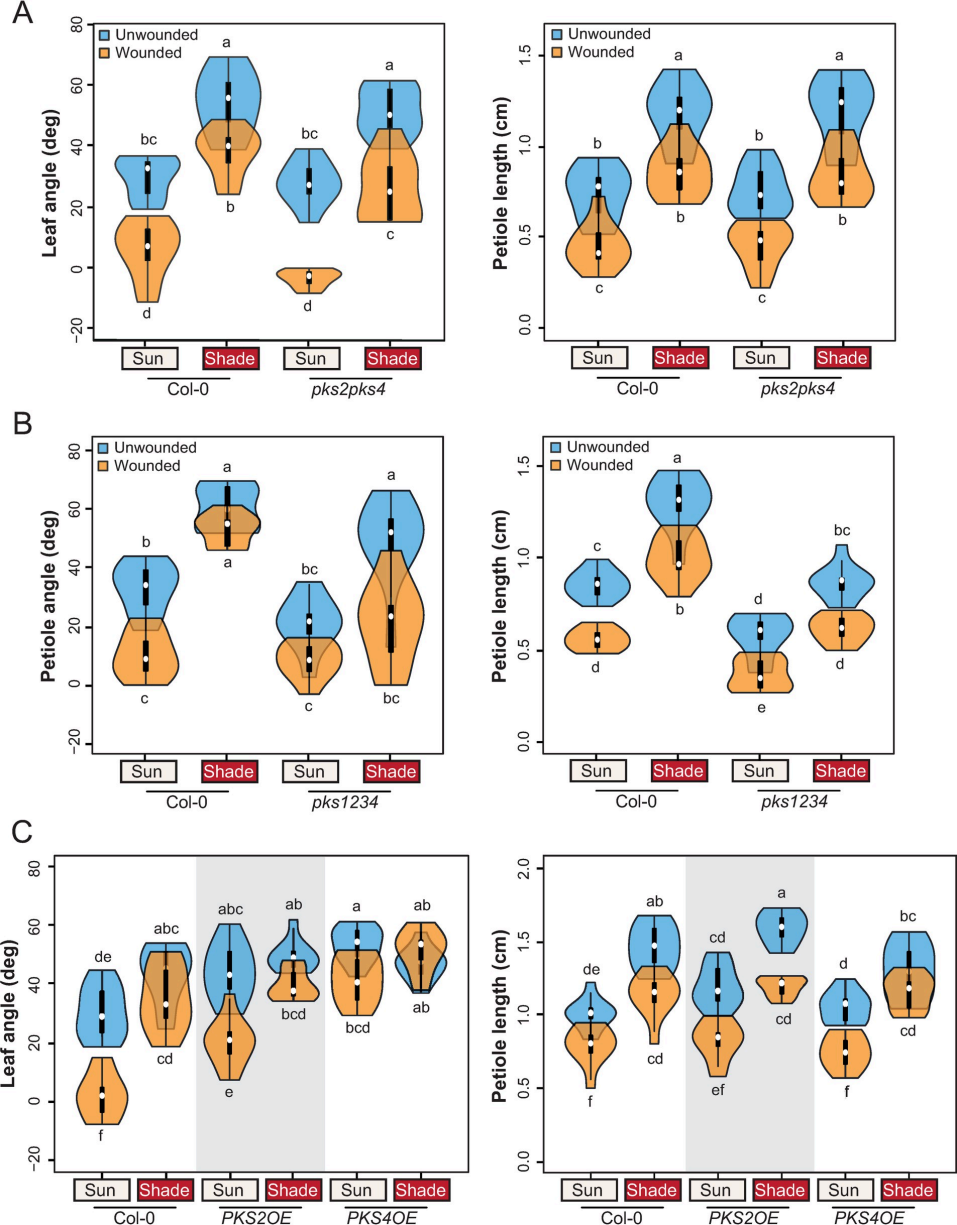
*PKS* genes regulate the shade-wounding interaction on hyponasty. **A)** Leaf angle and petiole length phenotype of wt Col-0 and *pks2-1pks4-1* mutant plants (n = 10 plants/genotype/condition). Representative experiment from 3 biological replicates. **B)** Petiole angle and petiole length phenotype of wt Col-0 and *pks1-1pks2-1pks3-9pks4-1 (pks1234)* mutant plants (n = 10 plants/genotype/condition). The quadruple *pks1234* mutant displays a leaf flattening defect and thus only petiole angles could be measured for this genotype. Representative experiment from 2 biological replicates. **C)** Leaf angle and petiole length phenotype of wt Col-0, *PKS2OE* and *PKS4OE* plants (n = 10 plants/genotype/condition). Representative experiment from 2 biological replicates. All experiments were done as described on Fig 1A. Different letters indicate significant differences (three-way ANOVA with Tukey’s HSD test, P < 0.05). All graphs are represented as violin plots, which present a combination of a box plot and a kernel density plot. In each box plot, the white dot represents the median, black boxes extend from the 25th to the 75th percentile, while the vertical black line extends to 1.5 times the interquartile range of the lower and upper quartiles, respectively. A rotated kernel density plot surrounds each side of the box plot.

### *PKS* genes are induced by shade in a PIF-dependent manner

The importance of *PKS2* and *PKS4* and their normal expression in the control of leaf hyponasty (Fig 3) prompted us to analyze the mechanisms underlying their expression. Because PIFs are (1) the main transcription factors involved in the regulation of gene expression in response to shade and (2) required for a proper shade-induced hyponasty [6,7], we tested the induction of *PKS* genes by shade in a *pif457* triple mutant [5]. In response to 1h30 shade treatment, *PKS4* and *PKS2* were both significantly induced in leaf 4 of 3-week-old wild-type rosettes, but not in the *pif457* background (Fig 4A). Expression of *YUC8* was used as a positive control for this experiment. Thus PIF4, 5 and/or 7 are required for the induction of *PKS4* and *PKS2* by shade. By browsing published ChIP-seq datasets, we found that the *PKS4* promoter is bound by PIF4 in various experimental conditions [41,42] in a region containing a PBE-box (Fig 4B). To test whether PIF4 directly regulates *PKS4* expression under low R/FR conditions, we performed a ChIP-qPCR experiment using a PIF4-HA tagged line [43]. We observed that PIF4-HA was bound to the *PKS4* promoter region after 2h of shade treatment in 10-day-old seedlings, although to a lower extent than to *PIL1*, a known PIF-target (Fig 4B). This might be due to the restricted expression of *PKS4* in shade-treated seedlings (S5B Fig). We therefore conclude that PIF4 directly regulates the induction of *PKS4* upon shade treatment. To determine whether the PIFs are required for the shade-induced suppression of the wounding effect on leaf position, we analyzed petiole length and hyponasty in the *pif457* triple mutant. Consistent with previous publications *pif457* mutant plants did not elevate their leaves in response to shade treatments (Fig 4C) [6,7]. However, the *pif457* mutant responded similarly to the wild type to the wound treatment (Fig 4C). Moreover, in *pif457* the inhibition of leaf elevation by wounding was still visible upon combined treatment. This shows that PIFs and YUCs are required for the shade-induced suppression of the wounding effect on hyponasty (Figs 1C and 4C).

**Fig 4:**
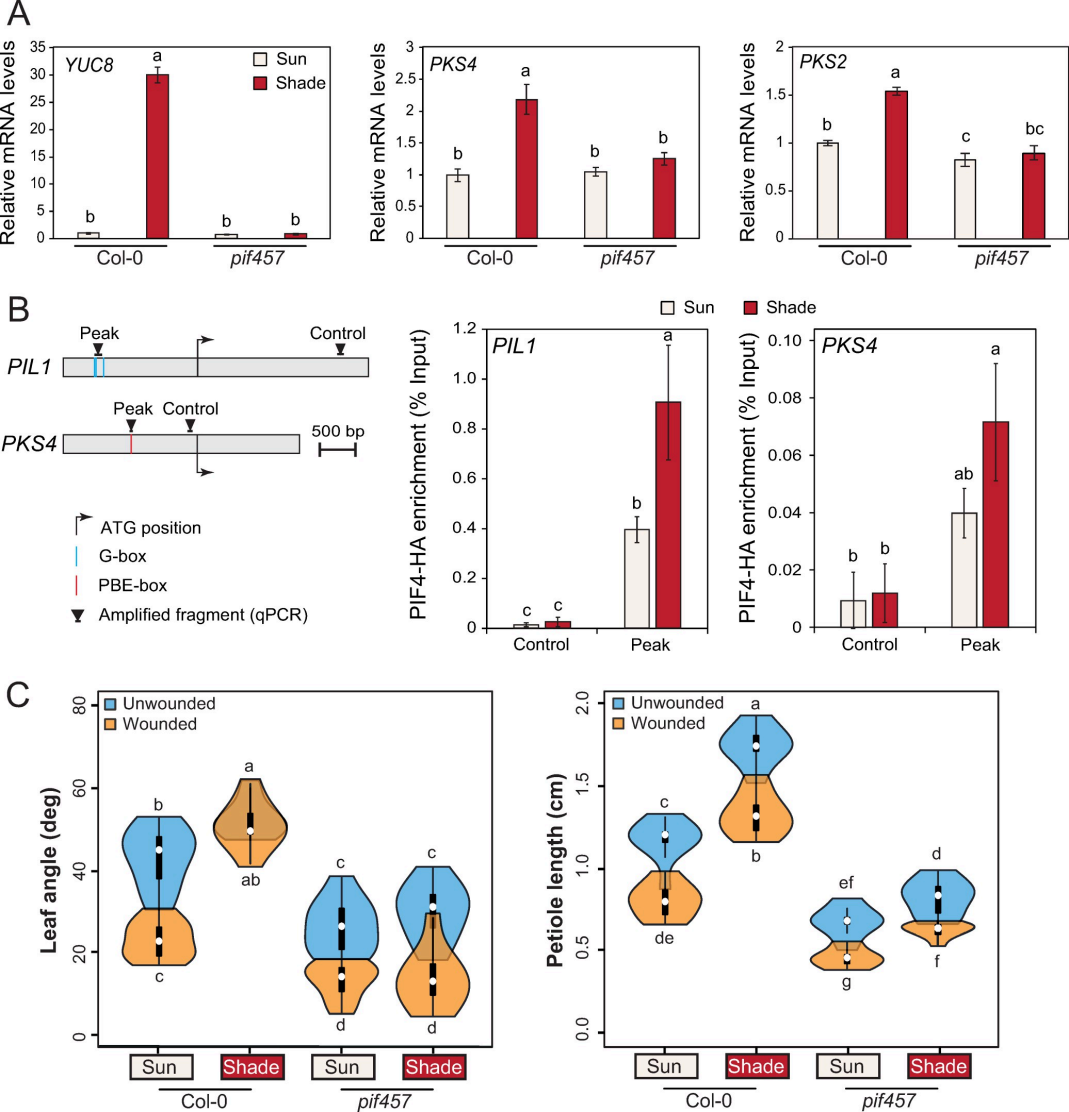
*PKS4* and *PKS2* are induced by shade in a PIF-dependent manner. **A)** Relative expression of *YUC8*, *PKS4* and *PKS2* evaluated in entire leaf 4 from 18-d-old wt Col-0 and *pif457* mutants either kept in high R/FR (sun) or transferred to low R/FR (shade) at ZT3 for 90 minutes; samples in sun and shade were harvested at the same ZT. Gene expression values were calculated as fold induction relative to a Col-0 sample in high R/FR. n = 3 (biological) with three technical replicas for each RNA sample. Data are means ± 2 SE. Different letters indicate significant differences (P < 0.05). **B)** PIF4-HA binding to the promoter of *PIL1* and *PKS4* evaluated by ChIP-qPCR in 10-d-old seedlings either kept in high R/FR or transferred for 2 h to low R/FR at ZT2. Input and immunoprecipitated DNA were quantified by qPCR using primers shown on the schematic representation of the genes with ‘Peak’ indicating where PIF4 binding was identified before (top panel). PIF4-HA enrichment is presented as IP/Input and error bars show standard deviation from three technical replicas. Different letters indicate significant differences (P < 0.05). Data from one representative experiment out of two biological replicates are shown. **C)** Leaf angle and petiole length phenotype of wt Col-0 and *pif457* mutant plants (n = 10 plants/genotype/condition). Representative experiment from 2 biological replicates. All experiments were done as described on Fig 1A. Different letters indicate significant differences (three-way ANOVA with Tukey’s HSD test, P < 0.05). Graphs are represented as violin plots, which present a combination of a box plot and a kernel density plot. In each box plot, the white dot represents the median, black boxes extend from the 25th to the 75th percentile, while the vertical black line extends to 1.5 times the interquartile range of the lower and upper quartiles, respectively. A rotated kernel density plot surrounds each side of the box plot.

### *PKS4* and *PKS2* are repressed by MYCs in response to wounding

To understand how *PKS* genes were regulated by wounding, we looked at their expression in the *aos* mutant from our RNAseq dataset. We observed that the repression of both *PKS4* and *PKS2* by wounding under sun-mimicking conditions was not visible in the *aos* mutant (S8 Fig). This result is consistent with previous reports showing a down-regulation of *PKS2* and *PKS4* upon wounding [44] or MeJA treatment [45,46] in green seedlings or leaves. 

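In *aos* in high R/FR, the log2 fold change of *PKS4* upon wounding was 0.03 at Time 1 (standard error 0.295, adjusted p = 0.976, limma with Benjamini-Hochberg adjustment) and -0.39 at Time 2 (adjusted p = 0.666). That of *PKS2* was 0.04 at Time 1 (standard error 0.0925, adjusted p = 0.864) and -0.00 at Time 2 (adjusted p = 0.998). Shade still raised *PKS4* in unwounded *aos*, by 3.02 at Time 1 (adjusted p = 2.58e-10) and by 0.79 at Time 2 (adjusted p = 0.02). It raised *PKS2* by 0.81 (adjusted p = 1.17e-08) and 0.64 (adjusted p = 2.53e-07).

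**Figure D1:**
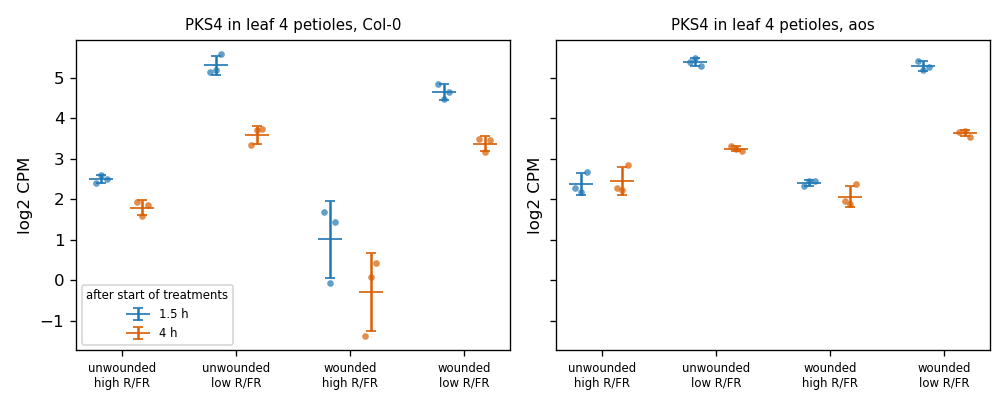
*PKS4* expression (log2 CPM, vertical axis) in each library of Col-0 (left) and *aos* (right), in unwounded and wounded plants in high and low R/FR at 1.5 h and 4 h. Points are libraries and bars give the mean ± SD of 3 libraries. In *aos* in high R/FR, the means of unwounded and wounded plants are 2.38 and 2.41 at 1.5 h and 2.46 and 2.07 at 4 h.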

We thus conclude that the impact of wounding on *PKS* expression depends on the jasmonate pathway. 

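The difference between the wounding effects of Col-0 and *aos* in high R/FR was tested for each gene. For *PKS4*, the effect in Col-0 was lower than in *aos*, with a difference of -1.52 at Time 1 (standard error 0.417, adjusted p = 0.00585, limma with Benjamini-Hochberg adjustment) and -1.69 at Time 2 (adjusted p = 0.00241). Leaving out replicate 2 of wounded Col-0 brought the difference at Time 1 to -0.98 (adjusted p = 0.0494), and over all alternatives its adjusted p-value was between 0.000721 and 0.0494. For *PKS2*, it was -0.74 (standard error 0.131, adjusted p = 3.71e-05) and -0.87 (adjusted p = 3.61e-06). A difference between the genotypes in the interaction between shade and wounding was not detected for either gene. For *PKS4*, the difference in the interaction was 0.97 (standard error 0.589, adjusted p = 0.846) and 1.10 (adjusted p = 0.661), and for *PKS2*, 0.53 (standard error 0.185, adjusted p = 0.481) and 0.43 (adjusted p = 0.53).

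The paper starts from the list of genes with an interaction and opposite single effects, in which it finds *PKS4*. It then observes that wounding represses *PKS4* and *PKS2* in wild-type plants under sun conditions, and that this repression was not visible in *aos*, a mutant deficient in jasmonate production. The paper also cites earlier reports of lower *PKS2* and *PKS4* levels after wounding or MeJA. It concludes that this effect of wounding on the *PKS* genes depends on the jasmonate pathway. Its quantitative PCR in the *myc234* mutant, in which the repression was abolished, follows as further evidence.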

Since MYCs are the main transcription factors responsible for JA-dependent gene expression, we tested the expression of *PKS4* and *PKS2* upon wounding treatment in a *myc234* triple mutant [47]. As observed in our RNA-sequencing results, both genes were expressed at a lower level in the petiole of wounded wild types, although the difference was significant only for *PKS2* (Fig 5A). This may be explained by the modest repression of *PKS4* expression by wounding compared to *PKS4* induction by shade (S5A Fig). The repression of *PKS* gene expression by wounding was abolished in *myc234* petioles (Fig 5A), showing that MYCs are required for the repression of *PKS4* and *PKS2* upon wounding. To determine the phenotypic consequences of MYC-regulated transcriptional changes we characterized the *myc234* triple mutant (Fig 5B). The *myc234* mutant looked similar to the *aos* mutant in terms of leaf angle (Fig 1B), showing that the inhibition of leaf elevation by wounding depended on MYCs (Fig 5B). As reported previously [13], *aos* plants had longer petioles than the wt (Fig 1B), whereas *myc234* plants displayed similar petiole lengths to the wild type in all conditions (Fig 5B). We conclude that reduced *PKS2* and *PKS4* expression in response to wounding depends on JA production and MYC transcription factors. Moreover, JA and MYCs contribute to wound-regulated leaf hyponasty (Figs 1B and 5).

**Fig 5:**
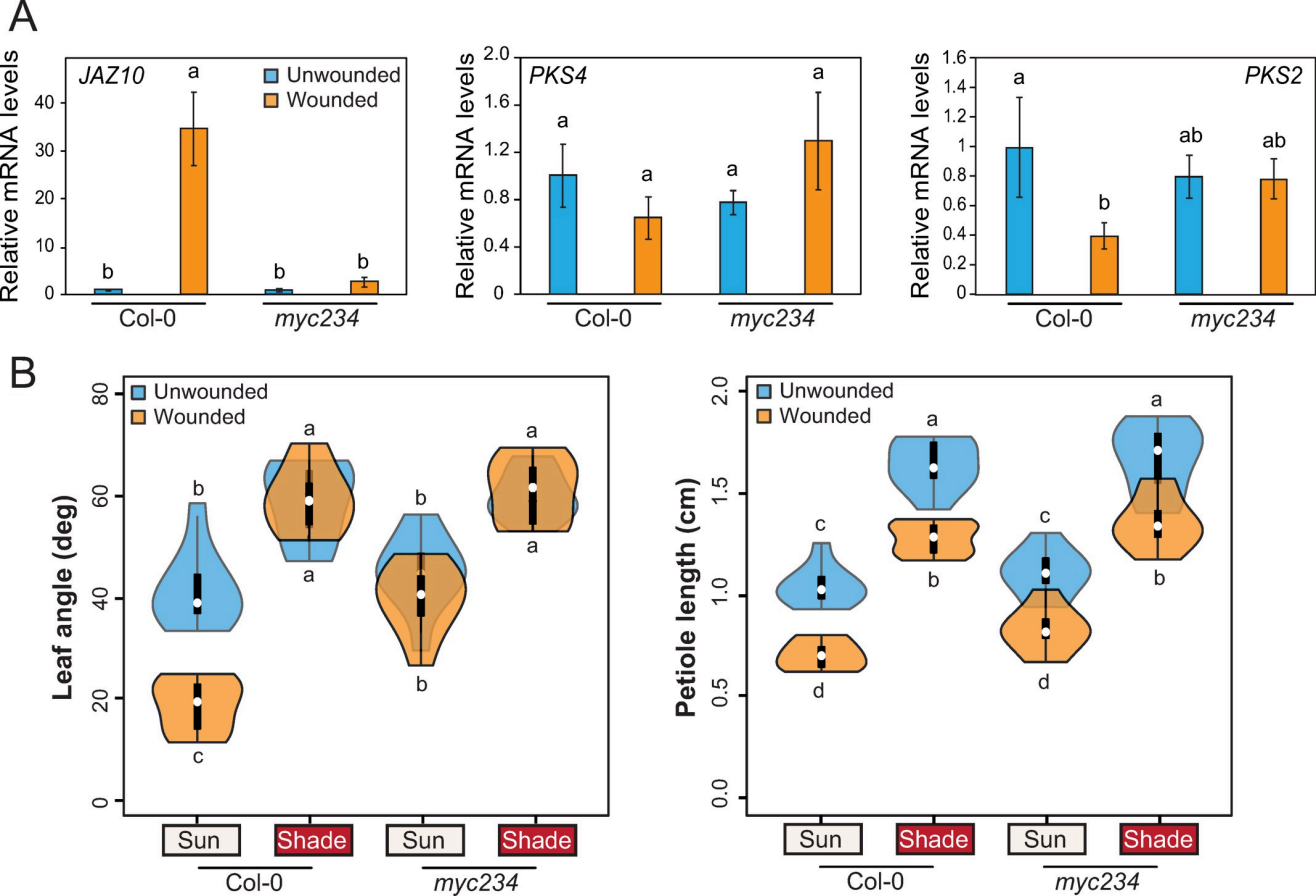
*PKS4* and *PKS2* are repressed by MYCs in response to wounding. **A)** Relative expression of *JAZ10*, *PKS4* and *PKS2* in leaf 4 petiole from 18-d-old wt Col-0 and *myc234* mutants either unwounded or wounded 3 times at ZT3 for 90 minutes; samples in sun and shade were harvested at the same ZT. Gene expression values were calculated as fold induction relative to a Col-0 sample in high R/FR. n = 3 (biological) with three technical replicas for each RNA sample. Data are means ± 2 SE. Different letters indicate significant differences (P < 0.05). **B)** Leaf angle and petiole length phenotype of wt Col-0 and *myc234* mutant plants (n = 10 plants/genotype/condition). Representative experiment from 2 biological replicates. All experiments were done as described for Fig 1A. Different letters indicate significant differences (three-way ANOVA with Tukey’s HSD test, P < 0.05). Graphs are represented as violin plots, which present a combination of a box plot and a kernel density plot. In each box plot, the white dot represents the median, black boxes extend from the 25th to the 75th percentile, while the vertical black line extends to 1.5 times the interquartile range of the lower and upper quartiles, respectively. A rotated kernel density plot surrounds each side of the box plot.

Based on our expression analyses, *PKS4* is thus regulated by both PIF4 and MYC2 (Figs 4 and 5). Because (1) PIFs and MYCs belong to the same family of transcription factors and (2) regulate similar phenotypic outputs, we hypothesized that they share target genes, and possibly regulate them in an opposite way, as for *PKS4*. We compared available ChIP-seq datasets for PIF4 [42] and MYC2 [48] which were obtained from plant material comparable to the one we used in this study. We observed a highly significant overlap between both gene lists (S9A Fig). 

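In S1 Table, 46 genes with 51 entries are given as up-regulated by shade and down-regulated by wounding, and 13 genes the other way round. In the deposited data, the median shade effect of these 51 entries in unwounded Col-0 was 1.55 on the log2 scale, between 1.02 and 5.65. Their median wounding effect was -2.09 in sun, between -4.87 and -1.07, and -0.59 in shade. In *aos* in sun, the median wounding effect of the same entries was -0.03. The wounding effect differed between Col-0 and *aos* for 49 of the 51 entries, with a difference past 1 and an adjusted p-value under 0.05. Among the 12 tested entries that are down-regulated by shade, the medians were -1.18 for shade, 2.60 for wounding in sun and 1.07 for wounding in shade. These entries were chosen in the study on the same libraries.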

Among our 59 candidate genes being regulated in opposite ways by shade and wounding with shade suppressing the wound effect (Fig 2C), 46 are up-regulated by shade and down-regulated by wounding, including *PKS4* (S1 Table). When comparing these 46 genes with ChIP-seq datasets, we observed that 69.6% (32 genes, including *PKS4*, significant overlap) are potentially direct targets of PIF4 and MYC2 (S9B Fig). Collectively this suggests that a large fraction of these genes are regulated in opposite ways by these bHLH transcription factors in response to shade and wounding with PIFs dominating the response in combined treatments.

## Discussion

In this study, we focused on the morphological consequences of combined shade and wounding treatments. In our experiments, shade and wounding did not show the same relationship for leaf hyponasty and petiole elongation. We observe that shade-mimicking conditions strongly inhibit downwards leaf repositioning induced by wounding (Fig 1). In contrast to leaf position, both signals act largely independently in the regulation of petiole length (Fig 1). This is consistent with earlier observations of wild-type petioles treated with low R/FR and MeJA [27] and with MeJA-treated *phyB* mutant plants [22]. However, our results contrast with the observation that a low R/FR treatment completely suppressed MeJA-induced inhibition of hypocotyl elongation [24]. Differences in developmental stages, experimental conditions or timing of the treatments might account for this discrepancy. In seedlings, MYCs directly regulate photomorphogenesis by inducing *HY5* expression [49], although further studies are needed to fully understand the interplay between MYCs and HY5 [50]. Recent phenotypic analyses of high-order *pif* and *myc* mutants coupled to transcriptomics also suggested that PIF and MYC transcription factors regulate petiole growth independently [51]. Under combined shade/wounding treatments, we interpret the difference between hyponasty and elongation as a partial uncoupling of growth and movement. Arabidopsis plants grown under different light regimes also show partially distinct growth and movement patterns [32]. Collectively, these findings imply that differential growth in petioles is not the only mechanism underlying leaf positioning.

The interaction between wounding and hyponasty is similar to defense responses with the shade response strongly attenuating the wound response (Fig 1). We observed that wounding transiently inhibits leaf elevation systemically in a JA-dependent manner. Moreover, the wound response was also strongly impaired in the *myc234* mutant (Figs 1 and 5). This is consistent with earlier reports showing that MeJA treatments and insect feeding trigger downward leaf movements [16,17]. This could be an indirect consequence of growth inhibition, but because of the partial uncoupling between growth and movement in our experiments, this seems unlikely (Fig 1). Another hypothesis comes from recent updates on the growth-defense tradeoff hypothesis. Indeed, extensive growth is thought to be detrimental to the plant under a pathogen attack because the plant might be more exposed [52]. We propose that this may also be the case for leaf movements. Transiently suppressing leaf circadian movements may be part of a visual apparency strategy limiting herbivore attack. If this were true, the suppression of this protection by shade would be another example of prioritizing light capture in suboptimal conditions over defense. We found that the suppression of the wounding effect by shade depends on classical signaling elements of shade-induced hyponasty, including phyB, PIFs and YUCs [6,7] (Figs 1C, 4C and S3). Interestingly, in tomato, wounding was reported to inhibit elevated temperature-induced leaf hyponasty in a COI1-dependent manner [53]. In that case, under higher ambient temperatures, JA production and signaling upon wounding lead to increased leaf temperatures, decreased photosynthesis and leaf growth. This indicates that although shade-avoidance and thermomorphogenesis share many signaling components and phenotypic outputs [54,55], they might interact differently with JA/wounding pathways.

Previous studies have shown that shaded plants challenged with herbivores, or more generally with pathogens, prioritize growth over defense [18,56]. 

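*JAZ10* rose upon wounding of Col-0 by 7.56 on the log2 scale in high R/FR (standard error 0.303, adjusted p = 3.79e-21, limma with Benjamini-Hochberg adjustment) and by 6.56 in low R/FR (adjusted p = 7.39e-19) at Time 1. At Time 2, it rose by 5.79 (adjusted p = 5.02e-18) and 4.44 (adjusted p = 1.54e-14). The interaction was -1.0 at Time 1 (standard error 0.429, adjusted p = 0.311) and -1.35 at Time 2 (adjusted p = 0.0544), neither of which passed an adjusted p-value of 0.05 over all genes. In wounded Col-0, the libraries in low R/FR all lay below those in high R/FR at both time points.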

As reported by others, we also observed a dampening of the JA-dependent wounding response by low R/FR at the gene expression levels (S4D Fig). Under shade-mimicking conditions, less genes were differentially regulated by wounding and among regulated genes many were regulated to a reduced extent compared to control sun condition (S4D Fig). This is consistent with previous studies comparing low R/FR and MeJA treatments [27,57]. For example, genes like *LOX2* or *VSP1*, which are classically induced by herbivores or wounding [58,59], were induced to a lower extent under shade conditions (S4D Fig) [26].

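Of the wound-DEGs of Col-0 in high R/FR, 55.2% at Time 1 and 53.1% at Time 2 were also DEGs in low R/FR. The median ratio of the wounding effect in low to that in high R/FR, with the genes chosen and measured on the same libraries, was 0.699 and 0.676. Among these genes, the median ratios were 0.744 for those raised and 0.599 for those lowered by wounding at Time 1, and 0.739 and 0.562 at Time 2. With the genes chosen by their change in low R/FR and measured in left-out replicates, the ratio of the higher minus that of the lower genes was -0.039 ± 0.114 at Time 1 and 0.036 ± 0.030 at Time 2 (SD, n = 3 replicates).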

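*LOX2* (AT3G45140, lipoxygenase 2) lies on chromosome 3 from 16525410 to 16529352 and *VSP1* (AT5G24780, vegetative storage protein 1) on chromosome 5 from 8507590 to 8508957. Wounding of Col-0 raised *LOX2* by 7.97 in high R/FR (standard error 0.632, adjusted p = 2.97e-13, limma with Benjamini-Hochberg adjustment) and by 7.07 in low R/FR (adjusted p = 1.64e-11) at Time 1, and by 8.09 (adjusted p = 2.76e-13) and 7.04 (adjusted p = 2.13e-11) at Time 2. *VSP1* rose by 9.82 (standard error 0.669, adjusted p = 4.56e-15) and 8.23 (adjusted p = 1.42e-12) at Time 1, and by 10.23 (adjusted p = 2.19e-15) and 9.48 (adjusted p = 3.98e-14) at Time 2.

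The smaller rise in low R/FR was not past the threshold as an interaction. It was -0.91 (standard error 0.894, adjusted p = 0.79) and -1.05 (adjusted p = 0.586) for *LOX2*, and -1.59 (standard error 0.946, adjusted p = 0.55) and -0.76 (adjusted p = 0.735) for *VSP1*. At Time 1, the values rest on replicate 2 of unwounded plants in low R/FR, without which they were 0.09 for *LOX2* and -0.24 for *VSP1*. At Time 2, leaving out single libraries moved them between -1.81 and -0.57 for *LOX2* and between -1.195 and -0.48 for *VSP1*. The unwounded libraries varied widely. *VSP1* was at 2.37 ± 2.34 log2 CPM in unwounded low R/FR plants at Time 1, and *LOX2* at 4.32 ± 1.77 (SD, n = 3). In wounded plants at Time 2, *LOX2* was at 12.56 ± 0.037 in high R/FR and 11.38 ± 0.637 in low R/FR, and *VSP1* at 12.71 ± 0.137 and 11.35 ± 0.501 (SD, n = 3).

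*VSP2* (AT5G24770), a neighbouring paralog of *VSP1* with which reads could be shared, rose by 6.93 (standard error 0.485, adjusted p = 9.37e-15) in high and 5.80 (adjusted p = 2.89e-12) in low R/FR at Time 1, and by 7.63 (adjusted p = 9.9e-16) and 7.92 (adjusted p = 7.81e-16) at Time 2. Its interaction was -1.13 (adjusted p = 0.561) and 0.30 (adjusted p = 0.866).

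**Figure D2:**
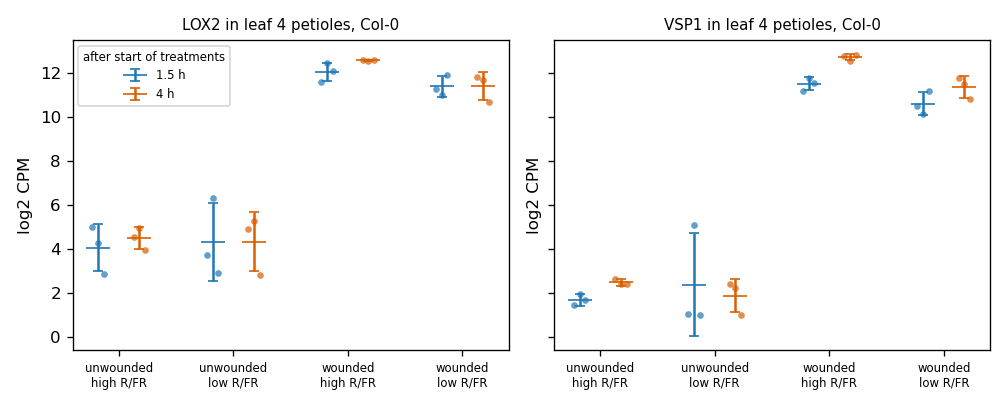
Expression of *LOX2* and *VSP1* (log2 CPM, vertical axis) in each Col-0 library, unwounded or wounded, in high or low R/FR, at 1.5 h and 4 h. Points are libraries and bars give the mean ± SD of 3 libraries. All wounded libraries lie above all unwounded libraries, and the means of wounded plants are lower in low than in high R/FR, for example 11.38 and 12.03 for *LOX2* at 1.5 h.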

Our transcriptomic approach identified *PKS* genes and especially *PKS4*, as regulators of leaf elevation acting at the interface of shade and wounding pathways (Figs 3 and S5, S6 and S7). *PKS4* expression depends on PIFs upon shade treatment, whereas it is downregulated upon wounding in a MYC-dependent manner (Figs 4 and 5). The importance of regulating *PKS* expression for normal leaf hyponasty is highlighted by altered hyponastic responses in plants over-expressing *PKS* genes or mutants with altered *PKS* expression (Figs 3–5). Interestingly, the *PKS4* promoter was bound by GFP-tagged MYC2 upon MeJA treatment in a ChIP-seq experiment performed with light-grown seedlings [48]. The binding region corresponds to the same one we identified as a PIF4 binding region (“peak” region containing a PBE-box) (Fig 4B). This observation suggests that *PKS4* is regulated differentially by several transcription factors depending on the environmental conditions. Upon combined shade and wounding treatments, there might be a competition between PIFs and MYCs for *PKS4* promoter binding. Since MYC stability is negatively affected by low R/FR [25] and JA signaling is generally attenuated [4], PIFs may have higher chances to bind the *PKS4* promoter in shade conditions explaining why in the combined shade and wound treatment the regulation of *PKS4* expression is dominated by the shade cue (S5 Fig). Such combined regulation by PIF4 and MYC2 might be quite general based on the large overlap of PIF4 and MYC2 binding sites observed in ChIP studies (S9A Fig) [42,48]. Moreover, we found that such an overlap was very common (close to 70%) amongst genes that are induced by shade, repressed by wounding and where the wound effect was suppressed by shade (S9B Fig). We hypothesize that *PKS4* expression is coordinately regulated by MYCs and PIFs to respond to complex environmental situations and propose a model (Fig 6) explaining the regulation of leaf hyponasty in response to shade and wounding (Fig 6).

**Fig 6:**
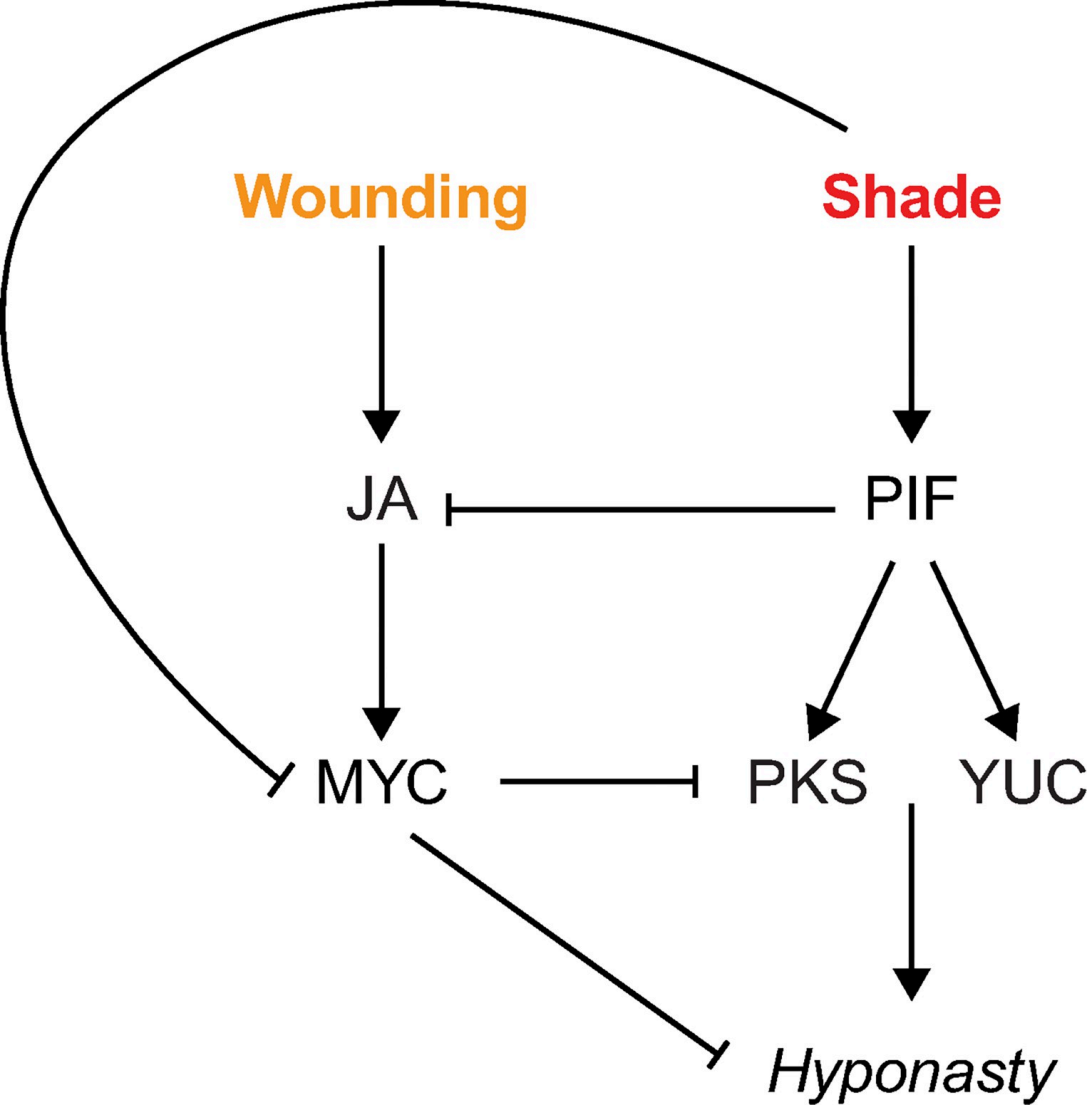
A model of how shade and wounding may regulate leaf hyponasty. Shade conditions induce leaf hyponasty through PIF-dependent induction of YUC genes [6,7]. PIFs induce *PKS* expression, but *PKS* are not required for shade-induced hyponasty (under single treatment). In parallel, shade inhibits the JA/wounding pathway through inactivation of JA [26] and inhibition of MYC [24,25]. The JA/wounding pathway inhibits leaf hyponasty and *PKS*. Under combined shade and wounding treatment, shade inhibits the negative effect of wounding on hyponasty through *PKS*.

*PKS* genes function in different light-regulated processes including phototropism [37], hypocotyl growth and orientation [38], leaf positioning and flattening [33,40]. This work identifies a new role of *PKS* genes by showing their specific involvement in the regulation of leaf hyponasty during combined shade and wound treatments. All these responses are based on asymmetric growth. Phototropic bending is a textbook example of differential growth between both sides of a stem/hypocotyl [60,61]. Upward leaf movements have also been proposed to result from differential cell elongation between both sides of the petiole. This hypothesis is notably based on (1) cell length measurements on abaxial vs adaxial sides of hyponastic petioles after ethylene or waterlogging treatment [62,63] and (2) the observation of differential auxin responses between petiole sides in response to low R/FR [7] or elevated temperature [64]. Circadian leaf movements under sun conditions also decrease when leaves age and stop growing [65], therefore strongly linking movement to growth. Interestingly, in seedlings *PKS4* is expressed in the hypocotyl elongation zone [38], where bending occurs upon unidirectional illumination. Here, we show that in rosettes, *PKS4* is also expressed where differential growth is predicted to happen, that is in the petioles of young growing leaves (S5B Fig), which are the ones showing the largest movements at a given developmental stage [32]. Besides, *PKS4* expression is induced by auxin [45], which is known to play a crucial role in leaf hyponasty [6,7] and growth in general. An attractive hypothesis is that shade-induced auxin production overrides the wound-induced leaf position response. This is consistent with the leaf hyponastic response of *yuc2589* mutants (Fig 1). Therefore, *PKS4* expression pattern correlates with its functions as a regulator of differential growth processes. Although a model explaining hyponasty strictly based on growth is attractive, we note that hyponasty and growth can be partially uncoupled (Fig 1). We previously showed that auxin signaling was particularly important in the vasculature for shade-induced hyponasty [6], where *PKS4* is also expressed (S5B Fig). Moreover, propagation of the wounding signals (both electrical and Ca^2+^-dependent) also appears to rely on both phloem and xylem, especially in variations of pressure inside these tissues [10,16,66]. Variations in leaf hydraulics in response to environmental cues could thus be a tempting candidate mechanism to explain leaf movements. How this may relate to PKS function requires future studies.

## Material and methods

### Plant material

All Arabidopsis lines used in this study are in the Col-0 background, except the original *yuc5* allele which was in La-er [31,67]. The following mutants were described previously: *aos* [30], *myc2myc3myc4* [47], *phyB-9* [68], *pif4pif5pif7* [5], *pks1-1* and *pks2-1* [69], *pks3-9* [40], *pks4-1* and *pks4-2* [37], *yuc2-1yuc5-3yuc8-1yuc9-1* [31,67]. The transgenic lines *CYCB1;1*:*GUS* (Col-0/*CYCB1;1pro*::*NterCycB1;1-GUS*) [70], *JGP* (Col-0/*JAZ10*::*GUSplus*) [28], PIF4-HA (*pif4-101*/*PIF4*:: *PIF4-3xHA*) [43], *PKS2-OX* (Col-0/*35S*::*PKS2*) [69], *PKS4-OX* (Col-0/*35S*::*PKS4*) and *PKS4*:*GUS* (Col-0/*pPKS4*::*GUS*) [38] were also already described. Higher order *pks* mutants were obtained by crosses.

### Construction of CRISPR mutant alleles

*pks2-3* mutant allele was obtained by using the CRISPR-Cas9 system as described in [71] but using a modified version of the CRISPR vector in which the hygromycin selection marker was replaced by a seed-specific GFP expression. This plasmid called pEC1.2/EC1.1-SpCas9-GFP is deposited at https://www.addgene.org/161933/. In details, the *pks2-3pks4-2* double mutant was directly obtained by mutating *PKS2* in *pks4-2* plants using two sgRNA directed against *PKS2* genomic sequence: 5’-AGTGATCCAGACTCACCAGA-3’ and 5’-GCAAAGCTCGAAGAATTCCT-3’. The selected mutation corresponds to a 617 bp deletion inside the CDS (starting at base 361 bp after start codon). Genotyping primers sequences are the following: forward primer MT111 5’-CCCAGAAGAACCTAATGAGTGGTATC-3’ and reverse primer CF330 5’-AGCTCGGTGTTCTGTTCATG-3’.

### Growth conditions and phenotyping analyses

All experiments were performed under long-day conditions (16h day/8h night). Absolute light intensities were measured with an IL1400A radiometer (https://www.intl-lighttech.com/product-group/light-measurement-optical-filters) supplemented with a combination of a white diffuser filter and a PAR filter [72]. The R (640–700 nm)/FR (700–760 nm) ratio was measured with an Ocean Optics USB2000+ spectrometer. Temperature was monitored with Thermochron iButtons (Maxim Integrated Products). Seeds were surface sterilized, sown on soil and stratified for 4 days in the dark at 4°C. Plants were grown for 14 days in a culture chamber under 120 μmol.m^2^.s^-1^ of PAR and 23°C day/18°C night temperature cycles. On day 9, seedlings at the same developmental stage (stage 1.02 [73]) were transferred to individual pots overtopped by a dome of soil. On day 15, plants at stage 1.06 [73] were moved to an E36-L Percival incubator and acclimatized for 1 day to 60 μmol.m^2^.s^-1^ PAR (R/FR ratio = 1.4) and constant 20°C. Leaves were numbered and wounded from the oldest to the youngest. Wounding treatments on leaves 1, 2, and 3 were performed from day 16 to 18 at ZT3, one leaf per day, by crushing half of the blade with toothed metal forceps. On day 18 at ZT3, the lower shelf was supplemented with FR light (14 μmol.m^2^.s^-1^) to trigger a low R/FR treatment (R/FR ratio = 0.2). Silhouette images of leaf 4 were taken on day 18 at ZT11 with a Canon EOS 550D camera and elevation angles were measured as previously described [6]. For all genotypes, we represented elevation angle as tip elevation angle [6,32], except for the quadruple *pks1234* mutant, for which we measured only the petiole angle because the extreme leaf flattening defect [40] made it difficult to position leaf tip. Petiole length of leaf 4 was measured on day 21 as described [5]. For time-lapse experiments, elevation angle of leaf 4 was assessed as described [6].

### Statistical analyses

For leaf angle and petiole length phenotypes, analysis of variance (ANOVA) were performed using R software using aov function (https://www.r-project.org/). Depending on the experiment, two or three factors were considered (genotype and/or light treatment and/or wounding treatment) and two-way or three-way ANOVA were performed respectively. For each individual replicate experiment, we computed the highest level interaction term and retrieved the corresponding p-value in R. ANOVAs were followed by Tukey’s Honest Significance Differences (HSD) test (AGRICOLAE package with default parameters in R).

### GUS staining

*PKS4*::*GUS* rosettes were grown and treated as described above and harvested at ZT9. High R/FR-grown *CYCB1;1*::*GUS* rosettes were harvested at ZT7.5 on days 15 to 17. High R/FR-grown *JGP* rosettes at day 15 were wounded on leaf 1 at different ZT (ZT2, ZT3, ZT4 or ZT5) and all harvested at ZT6. Samples were incubated in 90% acetone overnight at −20°C. Plants were washed twice in 50 mM sodium phosphate buffer (pH 7.2) and then were vacuum infiltrated for 20 min in 5-bromo-4-chloro-3-indolyl-β-glucuronide (X-gluc) buffer [50 mM NaPO4 (pH 7.2), 0.1% Triton X-100, 0.5 mM K3[Fe(CN)6], and 2 mM X-gluc] and subsequently were incubated at 37°C for 16 h. Rosettes were cleared overnight in 70% ethanol at 4°C before being photographed with a Canon EOS 550D camera.

### RT-qPCR

RNA extraction and quantitative RT-PCR were performed as previously described [74]. Data was normalized against two reference genes (*UBC* and *YLS8*) using ΔΔCt method. Gene-specific oligonucleotides used for qPCR reactions are listed in S3 Table.

### ChIP-qPCR

10-d-old PIF4-HA seedlings grown on MS/2 plates in LD, high R/FR, at 21°C were either kept in high R/FR or shifted at ZT2 to low R/FR for 2h before harvesting in liquid nitrogen. Chromatin extraction and immunoprecipitation were performed as described previously [75]. The qPCR was done in triplicates on input and immunoprecipitated DNA. Oligonucleotides are listed in S3 Table.

### RNA-sequencing and bioinformatics

The quality of the sequencing data was first assessed using *fastqc* (v0.11.2; https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and *MultiQC* (v1.0) [76]. They were trimmed using *trimGalore* (v0.4.0, q 30—length 40;

https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) which is a wrapper for *cutadapt* (v1.11) [77] and again verified using *fastqc* and *MultiQC*. The paired reads were mapped onto the TAIR10 genome with *STAR* (v2.5.0b,—outFilterMismatchNmax 4) [78] and reads/gene directly counted using the integrated *STAR* function “GeneCounts” based on the TAIR10 gene annotation.

Differential gene expression analysis was conducted in *R* (v3.4.1) using *limma* (v3.32.5) [79]. Genes which had an average logCPM of < -0.5 CPM were removed to reduce noise and samples normalized using the TMM (trimmed mean of M-values) method from *edgeR* (v3.18.1) [80] prior *limma*’s differential gene expression analysis. Further analysis and comparisons were all conducted in R (https://www.r-project.org/). Heatmaps were generated with *ComplexHeatmap* (v1.14.0, clustering_distance_rows = "pearson") [81]. Venn diagrams were generated using the VENNY 2.1 webtool (https://bioinfogp.cnb.csic.es/tools/venny/).

### Comparisons with published ChIP-seq datasets

Lists of PIF4-bound genes and MYC2-bound genes were obtained from published articles [42,48]. The significance of the overlap between these two lists was determined using a hypergeometric test in R with a significance threshold of 2.5 × 10^−4^.

## Supporting information

S1 Table List of 59 candidate genes. (XLSX) Click here for additional data file.

S2 Table ANOVA three-way interaction term. (XLSX) Click here for additional data file.

S3 Table Oligos used in the study. (XLSX) Click here for additional data file.

S4 Table Datapoints for the experiments shown in all figures. (XLSX) Click here for additional data file.

S1 Fig Description of the experimental system. **A)** Time-course GUS activity in rosettes of the *JAZ10*:GUS reporter line upon wounding of leaf 1. 15-day-old rosettes grown in long days under high R/FR conditions were harvested at different times after wounding. Red arrow: wounded leaf. **B)** RT-qPCR analysis of JA-induced genes (*JAZ10*, *LOX2*, *VSP2*) in entire leaf 4 of unwounded and wounded *JAZ10*:GUS plants. 16-day-old rosettes grown in LD, high R/FR, were either touched (control, unwounded) or wounded on leaf 1 at ZT3 and leaves 4 were harvested 3h after treatment. For each gene, expression levels are given relative to housekeeping genes and expression in unwounded plants is arbitrarily set to 1. Error bars correspond to SD from 3 biological replicates. **C)** GUS activity in the *CYCB1;1*:GUS reporter line as a marker for dividing cells. Rosettes grown in long days under high R/FR conditions were harvested from day 15 to 17 after sowing. Leaves are numbered from the oldest to the youngest. Scale bar, 2 mm.
(PDF) Click here for additional data file.

S2 Fig Shade and wounding do not interact on petiole elongation. Petiole lengths of Col-0 with 3 different protocols of shade vs wounding treatments. Top: Schematic of the different experimental procedures. Wounds are performed individually on leaf 1, then leaf 2 and then leaf 3. The shade treatment either starts at the same time as the first wound (left), at the same time as the third wound (middle, see Fig 1A) or one day before the first wound (right). We measured petiole length of leaf 4 at the end of the treatments (day 21). Bottom: Petiole length phenotype of wt Col-0 plants (n = 12–15 plants/genotype/condition). For each protocol, a representative experiment from 3 biological replicates is presented. Different letters indicate significant differences (Tukey’s HSD test following a two-way ANOVA, P < 0.05).
(PDF) Click here for additional data file.

S3 Fig Suppression of wounding effect in a *phyB* background. Leaf angle and petiole length phenotype of wt Col-0 and *phyB-9* mutant plants grown in high R/FR (n = 10 plants/genotype/condition). As described on Fig 1A, wounds are performed individually on leaf 1 (day 16), then leaf 2, then leaf 3 and plants are then kept in sun condition. We measured elevation angle of leaf 4 at the end of day 18 on pictures of each individual plant and petiole length of the same leaf at the end of the treatments (day 21). Representative experiment from 3 biological replicates. Graphs are represented as violin plots, which present a combination of a box plot and a kernel density plot. In each box plot, the white dot represents the median, black boxes extend from the 25th to the 75th percentile, while the vertical black line extends to 1.5 times the interquartile range of the lower and upper quartiles, respectively. A rotated kernel density plot surrounds each side of the box plot. Different letters indicate significant differences (Tukey’s HSD test following a two-way ANOVA, P < 0.05).
(PDF) Click here for additional data file.

S4 Fig Wounding-induced gene expression programs. **A)** Number of genes significantly differentially regulated by wounding in the different conditions: genotypes (Col-0 and *aos*), timepoints (Time 1 and Time 2) and shade treatment (sun in beige, shade in dark red). Genes are considered differentially expressed when |log2 fold change|>1 and pval < 0.05. **B)** Heatmap with hierarchical clustering of significantly differentially regulated genes by wounding in the different conditions (same genes as in A). **C)** Venn diagram comparing wound-regulated genes (at Time 1 and/or Time 2) in sun vs shade. **D)** Scatterplots of expression (Log2 FC) of wound-regulated genes in sun vs shade at Time 1 (left graph) or Time 2 (right graph). Blue line represents the linear regression of shown data points (equation and regression coefficient are added on the right). Dotted grey line represents y = x.
(PDF) Click here for additional data file.

S5 Fig *PKS4* expression is regulated by shade and wounding. **A)** *PKS4* expression in RNA-seq dataset (at Time 1, 1h30, wt samples). Values correspond to average log CPM from the three biological replicates. **B)** *PKS4* expression in *PKS4*::GUS reporter line subjected to shade treatment. Rosettes grown in long days under high R/FR conditions were either kept in high R/FR or subjected to low R/FR for 6 hours starting at ZT3 and harvested on day 18 after sowing. Scale bar, 3.6 mm. **C)** Leaf angle and petiole length phenotype of wt Col-0 and *pks4-2* mutant plants (n = 10 plants/genotype/condition). Representative experiment from 2 biological replicates. Experiments were done as described on Fig 1A. Graphs are represented as violin plots, which present a combination of a box plot and a kernel density plot. In each box plot, the white dot represents the median, black boxes extend from the 25th to the 75th percentile, while the vertical black line extends to 1.5 times the interquartile range of the lower and upper quartiles, respectively. A rotated kernel density plot surrounds each side of the box plot. Different letters indicate significant differences (Tukey’s HSD test following a three-way ANOVA, P < 0.05).
(PDF) Click here for additional data file.

S6 Fig A single *pks2* mutant displays a wild-type elevation response to shade and wounding. **A)** *PKS2* expression in RNA-seq dataset (left at Time 1, right at Time 2, wt samples). Values correspond to average log CPM from the three biological replicates. **B)** Leaf angle and petiole length phenotype of wt Col-0 and *pks2-1* mutant plants (n = 10 plants/genotype/condition). Representative experiment from 2 biological replicates. Experiments were done as described on Fig 1A. Graphs are represented as violin plots, which present a combination of a box plot and a kernel density plot. In each box plot, the white dot represents the median, black boxes extend from the 25th to the 75th percentile, while the vertical black line extends to 1.5 times the interquartile range of the lower and upper quartiles, respectively. A rotated kernel density plot surrounds each side of the box plot. Different letters indicate significant differences (Tukey’s HSD test following a three-way ANOVA, P < 0.05).
(PDF) Click here for additional data file.

S7 Fig The double *pks2-3pks4-2* mutant displays similar responses to shade and wounding than the other allelic combination. Leaf angle and petiole length phenotype of wt Col-0 and *pks2-3pks4-2* mutant plants (n = 10 plants/genotype/condition). Representative experiment from 2 biological replicates. Experiments were done as described on Fig 1A. Graphs are represented as violin plots, which present a combination of a box plot and a kernel density plot. In each box plot, the white dot represents the median, black boxes extend from the 25th to the 75th percentile, while the vertical black line extends to 1.5 times the interquartile range of the lower and upper quartiles, respectively. A rotated kernel density plot surrounds each side of the box plot. Different letters indicate significant differences (Tukey’s HSD test following a three-way ANOVA, P < 0.05).
(PDF) Click here for additional data file.

S8 Fig Expression of *PKS2* and *PKS4* is repressed by wounding in a JA-dependent manner. Comparison *PKS2* (**A**, **B**) or *PKS4* (**C**, **D**) expression in *wt* and *aos* samples under sun conditions at Time 1 (**A**, **C**) or Time 2 (**B**, **D**). Values correspond to average log CPM from the three biological replicates.
(PDF) Click here for additional data file.

S9 Fig Overlap between PIF and MYC target genes. **A)** Venn diagram comparing PIF4-bound genes [42] to MYC2-bound genes [48] (hypergeometric test: p < 2.5 x 10^−4^). **B)** Venn diagram comparing genes bound by PIF4 and MYC2 (5114 genes from overlap in A) to the 46 genes from the list of candidates (S1 Table) which are up-regulated by shade and down-regulated by wounding (hypergeometric test: p < 2.5 x 10^−4^).
(PDF) Click here for additional data file.

# Supplementary material for: Shade suppresses wound-induced leaf repositioning through a mechanism involving PHYTOCHROME KINASE SUBSTRATE (PKS) genes
**Source:** PLoS Genet. 2022 May 27;18(5):e1010213. doi: 10.1371/journal.pgen.1010213
**Supplement:** S2 Fig — Petiole lengths of Col-0 with 3 different protocols of shade vs wounding treatments. Top: Schematic of the different experimental procedures. Wounds are performed individually on leaf 1, then leaf 2 and then leaf 3. The shade treatment either starts at the same time as the first wound (left), at the same time as the third wound (middle, see Fig 1A) or one day before the first wound (right). We measured petiole length of leaf 4 at the end of the treatments (day 21). Bottom: Petiole length phenotype of wt Col-0 plants (n = 12–15 plants/genotype/condition). For each protocol, a representative experiment from 3 biological replicates is presented. Different letters indicate significant differences (Tukey’s HSD test following a two-way ANOVA, P < 0.05).

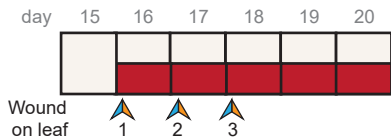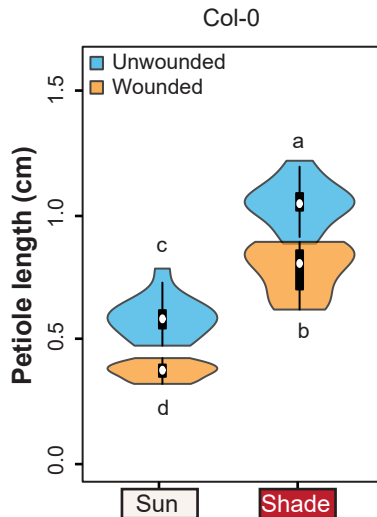

ANOVA  
Wound x Genotype:  
Not significant

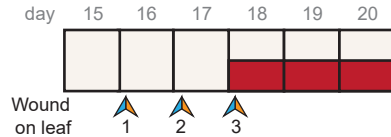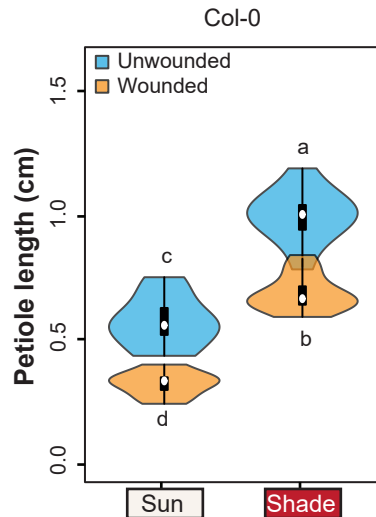

ANOVA  
Wound x Genotype:  
Not significant

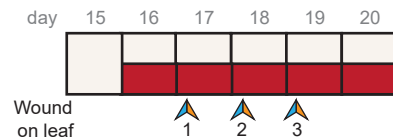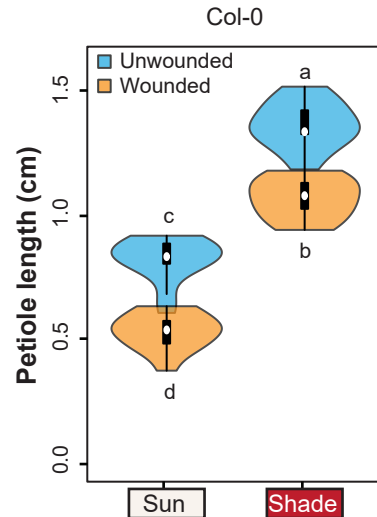

ANOVA  
Wound x Genotype:  
Not significant

How the deposited data were processed for this re-analysis (not part of the article)

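Petioles of leaf 4 of Arabidopsis plants were sequenced in 16 groups of 3 libraries. The groups combine 2 genotypes (Col-0 and *aos*), 2 wounding states, 2 light conditions (high and low R/FR) and 2 time points, 1.5 h (Time 1) and 4 h (Time 2) after the start of the light treatment on day 18. All 48 libraries were assigned to a group from their labels, and every column of the deposited table belongs to one of them. The labels and the paper differ in the photoperiod, long days in the paper and short days in the labels.

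The values deposited by the authors are on the log2 scale. They are log2 CPM values (counts scaled to library size), for which the authors added 0.5 to each count and scaled library sizes by the TMM method of *edgeR*. Before that, the authors trimmed the paired reads with *trimGalore* and *cutadapt*, mapped them to TAIR10 with *STAR*, counted reads per gene with the counting function of *STAR* on the TAIR10 annotation and removed genes with an average log CPM below -0.5. The strand column of the counts is not named in the paper's text, so overlapping genes on opposite strands can share reads. Of the 18195 genes in the table, 18137 had a symbol in the reference annotation and 17754 were protein coding.

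Whole read numbers were recovered from the log2 values for 100% of the entries, the largest distance to a whole number being 0.00432. Computing log2 CPM again from these reads with limma's voom gave the deposited values to within 5.45e-09. The reads served to report depth, to find genes at or below 3 reads and to compute the voom weights of an added alternative. The tests were run on the deposited log2 values.

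The reads per library on the listed genes are given here for the 3 libraries of each group as the lowest, the median and the highest. In unwounded Col-0 at Time 1, they were 30556543, 32757769 and 67039320 in high R/FR and 22069009, 34071499 and 35058486 in low R/FR. Wounded Col-0 at Time 1 had 26447127, 33572130 and 56937945 in high R/FR and 29229721, 30074237 and 30371205 in low R/FR. In unwounded Col-0 at Time 2, they were 22671407, 30940005 and 31593556 in high R/FR and 30242304, 31115036 and 31259502 in low R/FR. Wounded Col-0 at Time 2 had 28411965, 32702616 and 41444163 in high R/FR and 24392580, 31446355 and 31602570 in low R/FR. In unwounded *aos* at Time 1, they were 30746304, 30854820 and 31705647 in high R/FR and 28516976, 32940890 and 33626537 in low R/FR. Wounded *aos* at Time 1 had 24875159, 30733845 and 32881106 in high R/FR and 35110931, 35922595 and 41447880 in low R/FR. In unwounded *aos* at Time 2, they were 29766979, 29958710 and 40752055 in high R/FR and 24492025, 31016715 and 46727971 in low R/FR. Wounded *aos* at Time 2 had 28416764, 32568148 and 37321091 in high R/FR and 22058101, 29514336 and 35952451 in low R/FR. At such depths the spread between plants, with 3 libraries per group, limits most genes more than counting does. Genes with few reads in a group are the exception.

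All tests used limma (version 3.58.1) in R (version 4.3.3), with lmFit on the 16 group means of the 48 libraries and eBayes with a trend of the variance on the mean. The 17888 genes with a mean of at least -0.5 log2 CPM were tested and the 307 below it were left out. These 307 genes are among those deposited, so this minimum is not the same filter as the authors' on the average log CPM. Shade effects are low minus high R/FR (8 comparisons), wounding effects are wounded minus unwounded (8 comparisons), and the interaction is the wounding effect in low R/FR minus that in high R/FR. The difference between the genotypes in the interaction, and between unwounded *aos* and Col-0 in high R/FR, were tested in the same fit. A gene was called at an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p-value under 0.05, adjusted within each comparison. Interactions were called by the adjusted p-value alone, and for single genes the threshold named in the text is also an adjusted p-value under 0.05, whatever the fold change. The difference between the wounding effects of Col-0 and *aos* was set at the start for *PKS4* and *PKS2*. Its test for *PKS1* and *PKS3* and over all genes was added after the values had been seen. For single genes, the exact two-sided permutation test of 3 libraries against 3 has 10 splits and cannot give a p-value below 0.1, which 10% of unchanged genes reach by chance.

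The 4 criteria of the candidate list were applied at each time point in turn. They were an interaction, shade and wounding effects of opposite sign, a smaller absolute wounding effect in low than in high R/FR, and both single effects significant. The genes named in the text follow a rule fixed at the start. They are the genes that the paper names in its RNA-seq results, controls and discussion, and, for shade in unwounded Col-0 and wounding of Col-0 in high R/FR at each time point, the 2 genes with the largest rise and the 2 with the largest fall. Those had to be called, to have no overlap between the groups and to have a mean of at least 1 log2 CPM. The 4 genes of S1 Table with the largest absolute interaction and those tied to auxin, gibberellin or brassinosteroid were added. *MRD1* and AT1G53490 were chosen after their values were seen. *YUC8* and *YUC9* were below the minimum mean and were not tested. *YUC2* and *YUC5* were not analysed here.

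The alternatives set before the data were examined were the replicate number as a block, a fit of only the 12 libraries of a genotype and time point, no filter, a minimum mean of 1 log2 CPM, median centring, quantile normalization, no variance trend, robust eBayes, unadjusted p-values, no fold change minimum or a fold change minimum in every criterion, criterion 3 by the p-value in low R/FR, other gene sets, orthogonal regression and split replicates for the slope, Spearman correlation, and leaving out each library or replicate in turn. Voom weights, the combination of voom weights or unadjusted p-values with a fold change minimum, and of the replicate block with a fold change minimum, were added after the values had been seen. Other pseudocounts were not run, since the values are already on the log2 scale.

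Libraries of the different groups share the replicate numbers 1 to 3, and neither the paper nor the labels say that a number marks a shared batch. Whether same-numbered libraries deviate together from their group means was examined by the correlation of these deviations across genes. Within *aos*, it was above 0.1 for 24 of 24 pairs in 8 comparisons (between 0.172 and 0.547), so the numbers were taken to pair these libraries. Within Col-0, it was above 0.1 for 16 of 24 pairs (between -0.123 and 0.489), with all 3 pairs above it in 2 of 8 comparisons, those of shade in unwounded plants. For unwounded *aos* against Col-0, it was between 0.114 and 0.309 at Time 1, and at Time 2 one of 3 pairs was at 0.0906. The fits reported do not have the replicate number as a block. The value with the block is given beside a result of paired libraries where it changes a call or moves a count by over 1.5 times.

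The steps were tested on simulated data with 17888 genes, 200 of them changed. The wounding test recovered 200 of them with 1 other gene called, the interaction test 200 with 8 other genes, and the candidate criteria 197 with 0 others. A slope set to 0.7 was found as 0.693, and 0 genes were called when nothing was changed. The changes were set well above the fold change minimum, in genes with a mean above 1 log2 CPM. Same-numbered libraries had no shared deviation. The recovery thus says nothing on smaller effects or on genes with fewer reads. Phenotypes, quantitative PCR, reporter lines and chromatin immunoprecipitation were not analysed here.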

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

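All tests of explanations in this part were chosen only after the results were seen.

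The wounding effect in high R/FR differed between Col-0 and *aos* for 1328 genes at Time 1 and 1151 at Time 2, and the interaction between shade and wounding differed between the genotypes for 12 genes at Time 1 and 17 at Time 2. Both are results of a direct test of the difference between the groups, and the paper reports neither. Whether the libraries fell into such groups by chance was examined in 100 groupings of each comparison, the real one included. Groupings that exchange libraries freely between the groups carry the effects of light, wounding and genotype into the contrast. For the wounding effect they gave as many genes in 13 and 16 of 100, and for the interaction in 16 and 11 of 100. A further set kept these lower effects in place and moved only the remainders. It gave as many genes in 1 of 100 for the wounding effect at both time points, where the next highest counts were 688 and 629, in 3 of 100 for the interaction at Time 1, where another grouping gave up to 50 genes, and in 1 of 100 at Time 2, where the other groupings gave up to 1. The difference at Time 1 rests on few libraries. It was 3 genes without replicate 2 of wounded Col-0 in high R/FR, 147 without replicate 1 of that group and 114 without replicate 3 of wounded Col-0 in low R/FR. At Time 2, it was 10 without replicate 1 of unwounded Col-0 in low R/FR and 32 without replicate 1 of wounded Col-0 in low R/FR. It was 64 at Time 2 with the replicate number as a block. The deficiency in jasmonates of *aos* is the biological difference that the design names. It remains open as a hypothesis, together with other differences between the genotypes.

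Wounding still changed 142 genes of *aos* at Time 1 and 101 at Time 2 in high R/FR, in libraries that the paper describes as having almost no response. In both comparisons only the real split of the 6 libraries gave as many genes, 1 of 10 splits, which is the smallest share that this design can give. A candidate explanation is RNA of wounded Col-0 plants in the wounded *aos* libraries. Such RNA would raise each gene by one common share of its rise in Col-0, and the level of *AOS* limits that share to 0.544% at Time 1 and 0.938% at Time 2 at most. In all 3 wounded libraries, 132 of the 140 higher genes at Time 1 and 81 of the 94 at Time 2 rose by more than this share, which argues against the mixture as the whole cause. The remaining genes do not exclude a small share. Of the higher genes, 122 and 88 were also higher in wounded Col-0. Across the 134 and 95 genes with a log2 fold change above 3 and a mean above 50 CPM in wounded Col-0, *AOS* left out, the median rise in *aos* was 2.80% and 3.19% of that in Col-0 on the linear scale. *LOX2* reached 1.71% and 0.64%, the latter within the range that *AOS* allows. A response that does not need jasmonates, or a remainder of jasmonate synthesis in the mutant, may stand behind these genes. Neither was tested.

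Unwounded *aos* differed from unwounded Col-0 in high R/FR by 43 genes at Time 1 (14 higher, 29 lower) and 81 at Time 2 (42 higher, 39 lower), a comparison that the paper does not report. With the replicate number as a block, the count was 160 at Time 1 and 178 at Time 2. Of the genes without the block, 29 were called at both time points in the same direction, 21 lower and 8 higher in *aos*. At Time 2, 51.9% of the genes were higher with the values as deposited and 62.1% with quantile normalization. Leaving out single libraries moved the count at Time 1 between 13 (4 higher, 9 lower), without replicate 2 of unwounded Col-0, and 66, without replicate 1 of Col-0 or without replicate 2 of *aos*. At Time 2, it was between 22 (4 higher, 18 lower), without replicate 1 of *aos*, and 160 (109 higher, 51 lower), without replicate 1 of Col-0. Only the real split, 1 of 10, gave as many genes at either time point, the smallest share possible. A library with the label of the other genotype is argued against by *AOS*, which was below every Col-0 library in 24 of the 24 *aos* libraries. A stretch of another genome linked to the *aos* allele would place the genes near *AOS*. Of the 28 shared genes other than *AOS*, 1 lay within 2 Mb of it, which is 3.57% against 3.3% of all genes (Fisher's exact test, one-sided, p = 0.61). Reads of unlinked variants, and effects of low jasmonate levels in unwounded plants, stay open and were not tested.

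*MRD1* (AT1G53480, chromosome 1 from 19963047 to 19964712), a gene that the paper does not discuss, was higher in unwounded *aos* by 7.95 on the log2 scale at Time 1 (standard error 0.930, adjusted p = 1.04e-06, limma with Benjamini-Hochberg adjustment) and by 7.74 at Time 2 (adjusted p = 1.98e-06). It was singled out after its values were seen. It lay between 21.8 and 40.0 CPM in the *aos* libraries and between 0.013 and 1.32 CPM in Col-0, above every Col-0 library in 24 of 24 *aos* libraries, which speaks against exchanged labels. *MRD1* overlaps AT1G53490 on the opposite strand (19963267 to 19966952), which was also higher in *aos*, by 1.73 and 1.88. *MRD1* lay above AT1G53490 in 24 of 24 *aos* libraries, where the latter was between 2.13 and 8.54 CPM. This does not exclude reads of AT1G53490 counted on *MRD1*, since a read counted on one gene is missing from the other. If a share of these reads, the same in every library, were the whole cause, *MRD1* divided by AT1G53490 would be alike in both genotypes. It was between 4.07 and 13.7 in *aos* and between 0.0189 and 3.16 in Col-0, lower in 24 of 24 Col-0 libraries than in any of *aos*, which argues against such a share. A transcript of AT1G53490 that differs between the genotypes, and *MRD1* reads counted on AT1G53490, stay possible. The *aos* libraries had 717 to 1567 reads of *MRD1* and the Col-0 libraries a median of 3. The highest read numbers in Col-0 were 39, 20 and 12, the first being 4.23% of the mean level in *aos*. Whether the 39 reads, in wounded Col-0 in high R/FR at Time 2, come from *aos* RNA or from expression in those plants cannot be told apart here. A difference between the parental lines at this locus may explain *MRD1* as well as an effect of the *aos* mutation, and no table here separates them.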

How the results depend on the processing

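The fits with voom weights were chosen after the values were seen. So were those that combine a fold change minimum with unadjusted p-values, voom weights or the replicate block. So was the comparison of the wounding effects between genotypes over all genes and for *PKS1* and *PKS3*. All other alternatives were set at the start. The cause of the changes given here was not tested, unless it is named.

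No result on a single gene that passed the threshold, in the fit reported or in the alternative, changed its direction. For counts of genes, the direction was not compared in this way. The share of positive interactions in Col-0 at Time 2 went from 31.0% to 53.8% with quantile normalization. Median centring, the fit without a variance trend and robust eBayes left all 128 results on the same side of the threshold and every count within 1.5 times its value. Across 61 results on single genes, 978 of 1000 alternative values stayed on the same side of the threshold, 15 were weaker and 7 stronger. Of these values, 9 had the other sign, for 5 results that did not pass, as had 9 of 404 values of 24 further results on single genes. *LOX2* is among them, with an interaction in Col-0 at Time 1 that went from -0.91 to 0.09 without replicate 2 of unwounded plants in low R/FR, as is *PKS3*, whose wounding effect in high R/FR at Time 1 went from -0.09 to 0.01 without replicate 1 of unwounded plants.

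Leaving out the fold change minimum raised all counts by its construction. Shade then changed 2058, 4125, 2681 and 1904 genes at Time 1 (unwounded and wounded Col-0, unwounded and wounded *aos*) and 10307, 10717, 10538 and 10345 at Time 2. Wounding changed 8160 and 5134 genes of Col-0 at Time 1 (high and low R/FR), 8257 and 6346 at Time 2, and 1210, 841, 317 and 212 genes of *aos* in the same order. Unwounded *aos* differed from Col-0 by 155 and 246 genes. Of the wound-DEGs of sun, 3722 were not called in shade and 7011 were, so that 34.7% were lost.

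The counts of interactions moved under several alternatives. In Col-0 at Time 1, 205 genes became 2152 with unadjusted p-values, 67 with a fold change minimum and 6 in the fit of 12 libraries. At Time 2, 1019 became 3457 with unadjusted p-values, 241 with a fold change minimum, 385 with unadjusted p-values and a fold change minimum, and 351 with voom weights added to these. In *aos*, 0 became 832 and 707 with unadjusted p-values, 28 and 57 with a fold change minimum in addition, and 26 and 40 with voom weights as well. The genotype difference in the interaction went from 12 and 17 genes to 1207 and 1428 with unadjusted p-values, to 4 at Time 1 with voom weights and to 30 at Time 2 with quantile normalization. Unwounded *aos* against Col-0 gave 197 and 213 genes with unadjusted p-values and 124 at Time 2 with quantile normalization. Wounding of *aos* in low R/FR at Time 2 gave 97 genes with unadjusted p-values and 26 with voom weights.

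The 4 counts of the candidate criteria were 4700, 2270, 1767 and 992 with unadjusted p-values, and 276, 132, 110 and 44 with a fold change minimum. With both, they were 505, 234, 187 and 69, and with voom weights as well 464, 215, 175 and 64. Defining criterion 3 by the p-value in low R/FR gave 184 and 105 genes for the last 2. Of the 63 tested entries of S1 Table, 63 had an interaction and 63 met all criteria with unadjusted p-values, against 40 and 40.

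With the replicate number as a block, the interaction in Col-0 gave 368 genes at Time 1 and 1571 at Time 2, and in *aos* 4 at Time 2. Wounding of *aos* in low R/FR at Time 2 gave 75 genes, the genotype difference in the interaction 64 at Time 2, unwounded *aos* against Col-0 160 and 178, and the candidate criteria 1763, 866, 698 and 448. With a fold change minimum as well, the interaction gave 92 and 305 genes in Col-0 and 3 in *aos* at Time 2, and the criteria gave 357, 167, 138 and 52. *LOX2* upon wounding of *aos* at Time 2 passed with the block (adjusted p = 0.00616, limma with Benjamini-Hochberg adjustment) and was at up to 0.334 in other fits. The block changed no other call within *aos*, where the same-numbered libraries deviate together. For wounding of Col-0 and its interaction they do not do so throughout.

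The slope of shade on sun at Time 2 was 0.823 over genes called in both lights and 0.843 over those called in low R/FR, against 0.744. The mean r of the shade effects among the 3 other conditions was 0.878 with Spearman's rho at Time 1, and at Time 2 0.947 with Spearman's rho, 0.959 without a filter and 0.972 with a minimum mean of 1. That of wounded Col-0 with the others at Time 2 was 0.860 with Spearman's rho, 0.878 with quantile normalization and 0.895 with a minimum mean of 1. In every case wounded Col-0 stayed below the others.

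The interaction of *PKS2* at Time 1 kept its value of 0.56 in the fit of 12 libraries, with an adjusted p-value of 0.303, against 0.00239 to 0.303 over all alternatives. The wounding effect of *PKS2* in low R/FR at Time 2 was -0.21 with quantile normalization (adjusted p = 0.0937), against 0.0111 to 0.0937 over all alternatives. The wounding effect of *PKS4* in low R/FR at Time 1 had an adjusted p-value under 0.05 with quantile normalization (-0.70, adjusted p = 0.0391) and with voom weights (-0.65, adjusted p = 0.000393), and was at up to 0.293 in other fits.

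Leaving out one library or replicate at a time gave 951 values, of which 854 stayed the same, 69 moved, 24 were weaker and 4 stronger. The interaction in Col-0 at Time 1 was between 41 genes, without replicate 2 of wounded plants in low R/FR, and 918, without replicate 1 of wounded plants in high R/FR, with 589 without replicate 3 of wounded plants in low R/FR. In *aos*, it was between 0 and 1 gene at both time points, 1 without replicate 1 of unwounded plants in low R/FR at Time 1, and at Time 2 without replicate 2 of unwounded plants in either light. Wounding of *aos* in low R/FR at Time 2 gave between 28 genes, without replicate 1 of wounded plants, and 45, with 29 without replicate 3 of unwounded plants. The genotype difference in the interaction was between 3 and 147 genes at Time 1, without replicate 2 and replicate 1 of wounded Col-0 in high R/FR, and between 10 and 32 at Time 2, without replicate 1 of unwounded and of wounded Col-0 in low R/FR. Unwounded *aos* against Col-0 gave between 13 and 66 genes at Time 1, without replicate 2 and replicate 1 of Col-0, and between 22 and 160 at Time 2, without replicate 1 of *aos* and of Col-0.

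With a replicate number left out of every group, the candidate criteria gave between 305 (without replicate 2) and 749 (without replicate 1) genes, 119 and 375, 105 and 336, and between 56 (without replicate 3) and 205 (without replicate 1). The share of wound-DEGs lost in shade was between 38.2% and 48.6%. The mean r among the other conditions was between 0.912 and 0.929 at Time 1 and between 0.954 and 0.959 at Time 2. That of wounded Col-0 was between 0.791 and 0.877 at Time 1 and between 0.867 and 0.880 at Time 2. The entries of S1 Table with an interaction were between 19 (without replicate 3) and 31 (without replicate 1), and those meeting all criteria between 18 and 30. The interaction of *PKS2* at Time 1 was between 0.48 and 0.65, with an adjusted p-value up to 0.141, and its wounding effect in low R/FR at Time 2 between -0.28 and -0.26, with an adjusted p-value up to 0.0534.

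Depth limits genes with few reads in one group, such as *FAMT* and *CYP81F4* in unwounded plants and *CER4* in wounded plants, for which the size of the change is imprecise or only a lower bound. Other pseudocounts were not run, because the values are already on the log2 scale.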

Differences from the paper's values

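The combinations of a fold change minimum with unadjusted p-values, with voom weights and with the replicate block were chosen after seeing the values. All other alternatives named here were set before the data were examined.

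The paper gives 450 genes with a significant interaction at Time 1 and/or Time 2, against 1124 here. The counts here use adjusted p-values and no fold change minimum. The paper's text gives no thresholds for its 4 criteria, so the numbers may be set at unlike thresholds. Leaving replicate 2 or replicate 3 out of every group gave 305 and 424 genes, which are within 1.5 times of the paper's number. None of the other alternatives set before the data were examined was, the nearest being 276 with a fold change minimum and 749 without replicate 1. For opposite regulation by the single treatments, the paper gives 200 genes, against 504 here. Of the alternatives set before the data were examined, leaving out replicate 3 came within 1.5 times (170), and the others did not. For the wounding effect suppressed by shade, the paper gives 157 genes, against 417 here. A fold change minimum gave 110, criterion 3 by the p-value in low R/FR gave 184, and leaving out replicate 2 or 3 gave 105 and 135, all within 1.5 times, while the other alternatives were not. For the final list, the paper gives 59 genes, against 242 here. A fold change minimum gave 44 and leaving out replicate 2 or 3 gave 61 and 56, and the other alternatives were not within 1.5 times. Without replicate 3, all 4 numbers were within 1.5 times of the paper's.

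Chosen after seeing the values, unadjusted p-values with a fold change minimum gave 505, 234, 187 and 69 genes, voom weights with both gave 464, 215, 175 and 64, and the replicate block with a fold change minimum gave 357, 167, 138 and 52. Each of these comes within 1.5 times of all 4 numbers of the paper. All 63 tested entries of S1 Table passed the fold change minimum for both single effects. Their smallest interaction was 0.992, for *GAI* at Time 2, and the largest adjusted p-value was 0.32, for *APD7* at Time 1 (limma with Benjamini-Hochberg adjustment). This goes with a fold change minimum and unadjusted p-values in the paper, without settling its exact setting.

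The paper states that *PKS2* did not reach significance for the interaction. Here it did, with 0.56 at Time 1 (adjusted p = 0.0251, limma with Benjamini-Hochberg adjustment) and 0.60 at Time 2 (adjusted p = 0.00338). The interaction does not reach a log2 fold change of 1 at either time point, so it is not called with a fold change minimum. At Time 1, it was also not called in the fit of 12 libraries (adjusted p = 0.303) and in 8 of the 12 fits that left out one library.

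The paper states that the genes of S1 Table have a significant interaction. Here, 40 of the 63 tested entries did with an adjusted p-value under 0.05 over all genes, and 63 with an unadjusted p-value under 0.05 or when adjusted over the list alone. AT3G05936 is on the list and was below the minimum mean here, with -0.55 log2 CPM.

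The paper names brassinosteroids among the pathways of the listed genes. By gene names and descriptions in the reference annotation, 0 of the 59 genes were tied to brassinosteroids, 8 to auxin and 4 to gibberellin. Only names and descriptions were searched, and a pathway annotation was not used here, so genes of these pathways without such a name are not counted.

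The paper gives *LOX2* and *VSP1* as induced to a lower extent under shade. The direction was the same here at both time points, and the difference was not past the threshold. For *LOX2* at Time 1 the direction rests on a single library, since the interaction was 0.09 instead of -0.91 without replicate 2 of unwounded Col-0 in low R/FR. The tests were limma with Benjamini-Hochberg adjustment, with adjusted p-values of 0.79 and 0.586 for *LOX2* and 0.55 and 0.735 for *VSP1*.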

Other observations

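All tests of explanations in this part were chosen only after the results were seen.

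Each of the 8 shade and 8 wounding comparisons was set against the other splits of its 6 libraries. Only the real split, 1 of 10, gave as many genes in each of the 16, and 1 of 10 is the smallest share possible, so this test cannot exclude a grouping by chance. The real split was also the only one with as many genes among those that part every same-numbered pair. The largest count of another split was 160 genes, for shade in wounded Col-0 at Time 1, against 731.

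The interaction in Col-0 was set against 100 groupings of the libraries, the real one included. Free regroupings, which carry the effects of light and wounding into the contrast, gave as many genes in 28 of 100 at Time 1 and 27 of 100 at Time 2. With these effects kept in place, the numbers were 5 of 100 at Time 1, with up to 639 genes in another grouping, and 1 of 100 at Time 2, with up to 145. The interaction at Time 1 is thus not beyond what other groupings of these libraries give, and that at Time 2 is. In *aos*, this test decides nothing. There 100 of 100 regroupings gave as many genes by construction, since no gene had an interaction at either time point. At an unadjusted p-value under 0.05, 832 and 707 genes of *aos* had one. For the candidate criteria, 25, 3, 2 and 1 of 100 free regroupings gave as many genes as 1124, 504, 417 and 242. For the 835 wound-DEGs lost in shade, 17 of 100 did. These free regroupings carry the single effects into the counts as well, so they decide nothing where they reach them. With the effects of light and wounding kept in place, only the real grouping, 1 of 100, gave as many genes at each of the 4 criteria, where the others gave up to 541, 392, 160 and 70. The same held for the genes lost in shade, where another grouping gave up to 780, so that in the most extreme of these groupings a similar number was lost without a difference between the lights in the wounding effect.

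Shade and wounding effects of Col-0 had opposite signs for 51.6% of all genes at Time 1 and 58.6% at Time 2. Both are measured against the same unwounded libraries in high R/FR, which by itself pulls them to the same sign, as in simulated unchanged groups, where 33.8% of the genes had opposite signs. The design thus fixes the direction of this comparison, and it decides nothing about what brings about the opposite signs.

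The smaller wounding response in low R/FR could come from choosing genes by their response in high R/FR. In replicates not used for the choice, the ratio of the median effects was 0.727 ± 0.203 at Time 1 and 0.672 ± 0.060 at Time 2 (SD, n = 3), below the value of 1 that this explanation needs. That argues against the choice of genes as the whole cause, by little more than the spread at Time 1. A shade effect on the wounding response, as the paper describes it, is the hypothesis that remains.

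Among the wound-DEGs of high R/FR, genes lowered by wounding kept less of their response in low R/FR than genes raised by it, a difference that the paper does not report. With the values as deposited, the median effect in low R/FR divided by that in high R/FR was 0.734 for higher and 0.608 for lower genes at Time 1, and 0.723 and 0.568 at Time 2. A shift of all values between libraries is argued against by median centring, under which the lower genes were at 0.610 and 0.569. In left-out replicates, the ratio of the higher genes minus that of the lower genes, taken within each replicate, was 0.088 ± 0.062 at Time 1 and 0.133 ± 0.046 at Time 2 (SD, n = 3), above 0 in 3 of 3 replicates at both time points. This argues against the spread between replicates as the whole cause, by little more than the SD at Time 1. With the genes chosen in low R/FR, the difference was -0.039 ± 0.114 at Time 1, above 0 in 1 of 3 replicates, so the choice of the genes in high R/FR may account for it at that time point. At Time 2, it was 0.036 ± 0.030 and above 0 in 3 of 3, smaller than with the genes chosen in high R/FR. The choice of the genes is thus argued against as the whole cause at Time 2, by little more than the SD, and may account for a part. A further split kept only genes with a small shade effect and without a large wounding effect in high R/FR. With the values as deposited, the ratios were then 0.732 (higher) and 0.631 (lower) at Time 1. At Time 2, they were 0.665 and 0.626, closer together than over all genes. Since both kinds of genes were left out at once, this cannot be tied to the shade response. No replicate spread is given for this split, so it decides nothing. No biological explanation of the difference was tested.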
